# RNA sequencing-based identification of the regulatory mechanism of microRNAs, transcription factors, and corresponding target genes involved in vascular dementia

**DOI:** 10.3389/fnins.2022.917489

**Published:** 2022-09-20

**Authors:** Kaiyue Zhao, Li Zeng, Zhongdi Cai, Mimin Liu, Ting Sun, Zhuorong Li, Rui Liu

**Keywords:** microRNA, RNA sequencing, regulatory network, transcription factor, vascular dementia

## Abstract

Vascular dementia (VaD) is the second most common form of dementia with uncertain mechanisms and no effective treatments. microRNAs (miRNAs) and transcription factors (TFs) are considered regulatory factors of genes involved in many diseases. Therefore, this work investigated the aberrantly expressed miRNAs, TFs, corresponding target genes, and their co-regulatory networks in the cortex of rats with bilateral common carotid artery occlusion (2VO) to uncover the potential mechanism and biomarkers of VaD. Differentially expressed genes (DEGs), miRNAs (DEMs), and TFs (DETFs) were identified using RNA sequencing, and their interaction networks were constructed using Cytoscape. The results showed that rats with 2VO had declined cognitive abilities and neuronal loss in the cortex than sham rats. DEGs, DEMs, and DETFs were discriminated between rats with 2VO and sham rats in the cortex, as shown by the 13 aberrantly expressed miRNAs, 805 mRNAs, and 63 TFs. The miRNA-TF-target gene network was constructed, showing 523 nodes and 7237 edges. Five miRNAs (miR-5132-5p, miR-764-3p, miR-223-3p, miR-145-5p, and miR-122-5p), ten TFs (*Mxi1*, *Nfatc4*, *Rxrg*, *Zfp523*, *Foxj2*, *Nkx6*-1, *Klf4*, *Klf5*, *Csrnp1*, and *Prdm6*), and seven target genes (*Serpine1*, *Nedd4l*, *Pxn*, *Col1a1*, *Plec*, *Trip12*, and *Tpm1*) were chosen as the significant nodes to construct feed-forward loops (FFLs). Gene Ontology and pathway enrichment analysis revealed that these miRNA and TF-associated genes are mostly involved in the PI3K/Akt, neuroactive ligand–receptor interaction, calcium signaling, and Wnt signaling pathways, along with central locations around the cell membrane. They exert functions such as growth factor binding, integrin binding, and extracellular matrix structural constituent, with representative biological processes like vasculature development, cell–substrate adhesion, cellular response to growth factor stimulus, and synaptic transmission. Furthermore, the expression of three miRNAs (miR-145-5p, miR-122-5p, and miR-5132-5p), six TFs (*Csrnp1*, *Klf4*, *Nfatc4*, *Rxrg*, *Foxj2*, and *Klf5*), and five mRNAs (*Serpine1*, *Plec*, *Nedd4l*, *Trip12*, and *Tpm1*) were significantly changed in rats with VaD, in line with the outcome of RNA sequencing. In the potential FFL, miR-145-5p directly bound *Csrnp1* and decreased its mRNA expression. These results might help the understanding of the underlying regulatory mechanisms of miRNA-TF-genes, providing potential therapeutic targets in VaD.

## Introduction

Vascular dementia (VaD) is the second cause of dementia after Alzheimer’s disease (AD), characterized by brain impairments due to inadequate blood perfusion. The patients suffering from VaD undergo cognitive decline and executive dysfunction. Stroke and infarct of cerebral vessels are associated with VaD, and hypertension, atherosclerosis, cardiac disease, and diabetes are additional risks for developing VaD (Venkat et al., 2015). The acute or chronic deterioration of cerebral vessels causes oxygen deprivation following the energy strike of neurons, leading to oxygen stress reaction, microglial and astroglia activation, mitochondrial injuries, loss of synaptic function, neuron apoptosis, or necrosis (Sun, 2018). The pathology of VaD is complex and unclear due to the heterogeneity of vascular diseases. Neuroimaging assessment and cognitive evaluation are the current methods in the diagnosis of VaD, but both have shortcomings, thus weakening the accuracy of the diagnosis (van der Flier et al., 2018). Besides, no officially therapeutic drugs are approved for VaD management, and drugs used for improving cognitive impairments mainly for AD are tentatively used in VaD, such as cholinesterase inhibitors and memantine (O’Brien and Thomas, 2015). Thus, the investigation of the VaD mechanism of action is urgently needed to facilitate the diagnosis or intervention of this disease.

MicroRNAs (miRNAs) are short non-coding RNAs repressing mRNA expression post-transcriptionally through the induction of degradation or translational repression of the target gene. Dysregulated miRNAs act as potential biomarkers in the diagnosis and prognosis of several diseases (Ragusa et al., 2016; Jiang et al., 2022). They also serve as targets for the intervention on the symptoms of the disease (Chen et al., 2017; Yao et al., 2017; Zeng et al., 2021a; Sun et al., 2022). Multiple miRNAs such as miR-145, novel miRNA PC-5P-12969, and miR-134-5p are reported as dysregulated in the process of neurological injuries induced by ischemia and are involved in the cognitive impairment of VaD (Dharap et al., 2009; Liu et al., 2019; Vijayan et al., 2019).

Aberrantly expressed miRNAs are closely associated with transcription factors (TFs). In turn, TFs are involved in the control of signaling pathways with miRNAs through the activation or suppression of the transcription of target genes by binding to the promoter and enhancer sequences (Spitz and Furlong, 2012; Inukai et al., 2017; Zhang et al., 2018). Furthermore, TFs and miRNAs interact with each other through complex molecular regulatory mechanisms (Zhang et al., 2015), which play a crucial part in the pathogenesis of VaD (Saggu et al., 2016; Han et al., 2020; Yang and Zhang, 2021). For example, the nuclear factor erythroid 2-related factor 2 (*Nrf2*), considered as the essential transcription factor for antioxidant responses, controls the transcription of a series of anti-oxidative and anti-inflammatory genes (Li et al., 2020a; Saha et al., 2020); as the functional target of miR-153 and miR-144, *Nrf2* ameliorates oxidative stress and inhibits the apoptotic signaling pathways (Chu et al., 2019; Zhu et al., 2019). Forkhead box P2 (*Foxp2*) is another transcription factor involved in early VaD and improves cognitive impairment in rats with VaD through the upregulation of synaptic proteins through the miR-134-5p/*Foxp2*/*Syn1* axis (Liu et al., 2019). The protective effect of acupuncture treatment in a rodent model of VaD may be related to the suppression of the miR-93-induced TLR4/MyD88/NF-κB pathway (Wang et al., 2020). However, the interrelationship of miRNAs, TFs, and target genes in VaD has not been fully elucidated.

In the present study, rats subjected to bilateral vessel occlusion (2VO), a widely accepted model induced by chronic blood hypoperfusion (Weinstock and Shoham, 2004), were used to mimic the pathology of VaD. Dysregulated miRNAs and mRNAs were obtained from the transcriptome sequencing of rats with VaD and sham rats. The regulation of differentially expressed miRNAs (DEMs), TFs (DETFs), and target genes (DEGs) was analyzed, followed by the construction of an integrative co-regulatory gene expression network. The expression of key DEMs, DETFs, and DEGs and their potential interaction were further verified to provide new insights into the mechanism of VaD. The workflow of the present study is presented in Figure 1.

**FIGURE 1:**
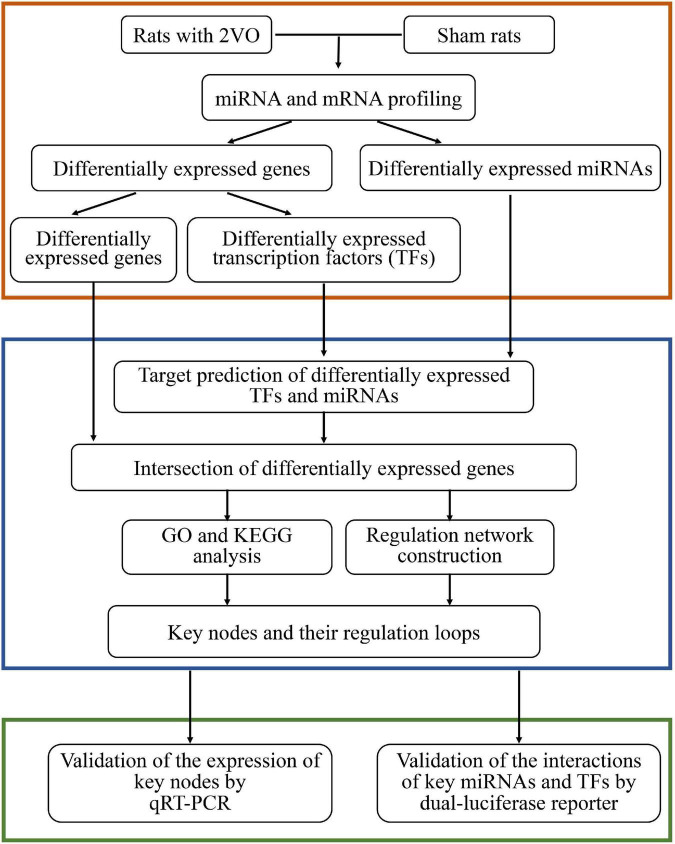
Workflow of the present study.

## Materials and methods

### Animals

Male Sprague–Dawley (SD) rats (270 ± 10 g in weight, 7-week-old) were purchased from the Zhishan Healthcare Research Institute (Beijing, China) and maintained under the specified pathogen-free conditions with regular rat chow and water *ad libitum*. After 1 week of adaptively feeding, they were used for the construction of the *in vivo* VaD model as previously reported (Niu et al., 2019; Guo et al., 2020; Mao et al., 2020). All the experimental procedures were approved by the Committee of the Institute of Medicinal Biotechnology, China (No. IMB-201807-D8-03). Eighteen rats were randomly assigned to two groups and subjected to surgery. Nine rats in each group were subjected to the Morris water maze (MWM) test and then randomly divided into three equal parts to collect the cerebral cortex for the RNA sequencing analysis, histological examination by Nissl staining, and gene validation analysis. The overall experimental protocol is shown in Figure 2A.

**FIGURE 2:**
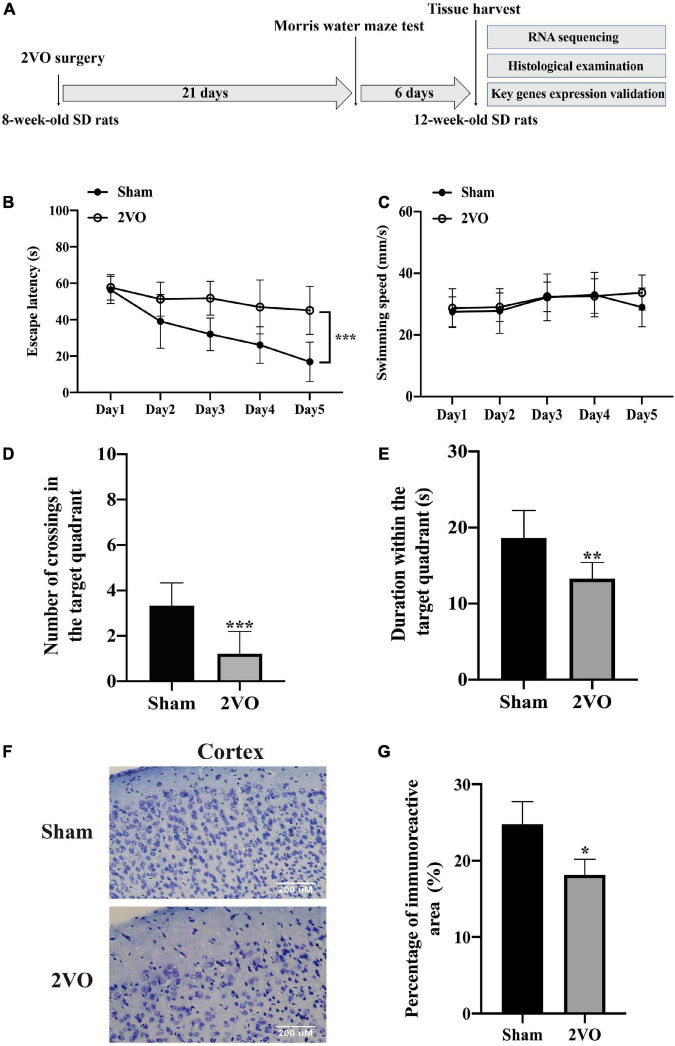
Cognitive decline and neuronal injury in rats with 2VO compared with sham rats. **(A)** Timeline of the *in vivo* experiment. 8-week-old SD rats were subjected to the bilateral common carotid artery occlusion, followed by the cognitive impairment test after 3 weeks. The cerebral cortices were finally collected from the 12-week-old SD rats. 2VO: bilateral common carotid artery occlusion. **(B)** Escape latency of rats in the navigation test for five consecutive days (*n* = 9). **(C)** Swimming speed of rats during the navigation test (*n* = 9). **(D)** Number of crossings of rats to find platforms previously located in the probe test (*n* = 9). **(E)** Duration time in the target quadrant in the probe test (*n* = 9). **(F)** Representative images of Nissl staining in the cortex of 2VO and sham rats. **(G)** Quantification of Nissl staining (*n* = 3). Results are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001 *vs*. sham.

### Surgical procedure for bilateral vessel occlusion in rats

The VaD model was induced in rats by the permanent occlusion of the bilateral common carotid artery, as described in our previous work (Jiang et al., 2021). Briefly, rats were anesthetized with an intraperitoneal injection of 2% sodium pentobarbital (30 mg/kg). The bilateral common carotid arteries were gently separated and permanently ligated with a 5–0 silk thread. Rats in the sham group underwent the same procedure except for the arterial ligation.

### Spatial cognitive evaluation

The MWM test was performed for the spatial cognitive evaluation on the 21st day after the occlusion surgery, as previously described (Liu et al., 2018; Jiang et al., 2021). The test was represented by the navigation trial and the probe test. The navigation test lasted for five consecutive days. The rats experienced four pieces of training for the ability to search the underwater platform each day. The time the rats spent searching the platform was recorded as the escape latency. The probe test was performed 24 h after the navigation test, in which the hidden platform was removed, and the time the rats spent in the target quadrant and the frequency crossing the platform were recorded.

### Histological examination

After the MWM test, routine Nissl staining was performed to evaluate the neuronal injury induced by 2VO. Briefly, rats were anesthetized with sodium pentobarbital and transcardially perfused with saline and 4% paraformaldehyde (PFA). The isolated whole brains were fixed in 4% PFA for 24 h at 4°C and then cryoprotected in ascending sucrose series gradient in phosphate-buffered saline. The slide-mounted brain sections (4 μm thick) were differentiated in 95% ethyl alcohol, rinsed in 75% ethyl alcohol and distilled water, and stained with 0.1% cresyl violet solution (Sigma, St. Louis, MI, United States). After a rinse in distilled water and dehydration in 95 and 100% ethyl alcohol, the sections were finally cleared in xylene for 2–3 min and mounted with Permount (Sigma, St. Louis, MI, United States). Images were acquired using a fluorescence microscope (Olympus, Tokyo, Japan).

### RNA isolation, library preparation, sequencing, and data processing

The protocols of total RNA isolation and sequencing of miRNA or mRNA were the same as described in our previous work (Zeng et al., 2021b). Briefly, total RNA was extracted using the Total RNA Extractor (Trizol) kit (B511311, Sangon, China) according to the manufacturer’s protocol, and the sample quality was evaluated using a 1.0% agarose gel for RNA integrity and genomic pollution. An amount of 2 μg RNA per sample was used as input material for the RNA sample preparation. Next, six mRNA sequencing libraries were constructed from six total RNA samples using VAHTSTM mRNA-seq V2 Library Prep Kit for Illumina^®^ (NR601-02, Vazyme, China). Moreover, six sequencing libraries of miRNA were prepared from the same six total RNA samples using TruSeq Small RNA Sample Prep Kits (RS-200-0024, Illumina, United States), following the manufacturer’s recommendations. The library quality was assessed on the Agilent Bioanalyzer 2100 system. Then, paired-end sequencing of the mRNA library was performed on the HiSeq XTen sequencers (Illumina, San Diego, CA, United States). Single-end sequencing of the miRNA library was conducted on the Illumina HiSeq 2500 (LC-BIO, Hangzhou, China).

The quality control of the original sequencing data (raw reads) was evaluated by FastQC V0.11.5, and then Cutadapt V1.14 was used to remove adaptors (cutoff value Q lower than 20). The clean reads were obtained using Trimmomatic V0.36 after removing low-quality bases at both ends. Thus, a mean of 57,348,784 reads with a Q30 ratio higher than 96.41% for mRNA was obtained. A standard of 25708013 reads with a Q30 ratio greater than 95.94% for miRNA was achieved (Supplementary Tables 1, 2). Next, the clean reads were compared with the reference genome through miRbase for miRNA and HISAT2 V2.1.0 for mRNA. Hence, the unique value of mapping for mRNA is listed in Supplementary Table 3. Additionally, the gene expression was expressed as counts for miRNA or transcripts per million (TPM) for mRNA. TPM is the normalized count of mRNA, which considers sequencing depth and gene length simultaneously.

Our RNA sequencing data were submitted to Gene Expression Omnibus (GEO), with the accession number GSE199508.

### mRNA and microRNAs profiling

The differential expression of mRNA and miRNA in the rats with 2VO and sham rats was separately evaluated by the DESeq2 V1.12.4 and by the edgeR V3.18.1. The read counts were normalized to TPM for mRNA and to reads per million (RPM) for miRNA before the analysis. A threshold was set for filtering out low-expressed miRNAs with the RPM value less than 0.05 and TPM less than 1. The DEMs and mRNAs (DEGs) were statistically analyzed by setting a *P*-value as 0.05 and the Log_2_ (foldchange) absolute value of more than 1. Then, the results of the DEGs and DEMs were visualized as volcano diagrams and heatmap with hierarchical clustering using the pheatmap program. In addition, the sequence homology of the known DEMs with significant dysregulation was evaluated using the miRBase^1^ database supported by RNACentral.

### Identification of differentially expressed transcription factors and regulatory pairs among differentially expressed microRNAs, differentially expressed transcription factors, and differentially expressed genes

The transcription factors of *Rattus norvegicus* were collected from the AnimalTFDB3.0 database^2^ to identify DETFs from the DEGs of the present transcriptome. The intersection of DEGs and transcription factors from AnimalTFDB3.0 was obtained, followed by a visualization *via* Bioinformatics^3^, an online data processing platform.

As regards the DEMs, target prediction of DEMs was first performed with the help of three databases: miRanda^4^, miRWalk2.0^5^, and TargetScanHumanV7.2^6^. The miRNA-gene regulatory pairs were subsequently generated through the overlap of those predictions, targets, and DEGs. Based on the miRNA-gene regulatory pairs, miRNA-TF regulatory pairs were developed through the extraction of the DETFs from the DEGs regulated by DEMs. As regards the DETFs, the target prediction of TFs was performed using CistromeDB^7^ and hTFtarget^8^, developed based on the data of the ChIP-seq experiments (chromatin immunoprecipitation followed by sequencing), and targets with scores less than 4.0 were excluded. Likewise, the targets of DETFs were overlapped with those of DEGs, generating the TF-gene regulatory pairs. Furthermore, backward prediction based on DEMs for corresponding DETFs was developed to acquire the TF-miRNA regulatory pairs. Briefly, sequences covering the upstream of the transcription start sites (TSSs) for 5 kb and downstream for 1 kb were considered as the putative promoter region of DEMs and then were downloaded from NCBI^9^. Subsequently, those sequences were uploaded into PROMO V3.0.2^10^ for the target-TF prediction of DEMs. Finally, four types of regulatory pairs among DEMs, DETFs, and DEGs were obtained, including miRNA-gene, miRNA-TF, TF-gene, and TF-miRNA regulatory pairs. The acquisition of the regulatory pairs was displayed as a Venn diagram using the online platform Bioinformatics.

### Gene ontology and Kyoto Encyclopedia of Genes and Genomes pathway analyses

The miRNA/TF-associated genes were the focus of gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses to discover genes highly associated with VaD and deeply involved in the miRNA/TF regulated network. In detail, miRNA/TF-associated genes were the DEGs jointly regulated by DEMs and DETFs, generated from the three sets, including sets of DEMs prediction targets, sets of DETFs prediction targets, and sets of DEGs. Then, Metascape online platform^11^ was performed to enrich the molecular function, cellular component, biological process, and the KEGG pathways of miRNA/TF-associated genes in *Rattus norvegicus* with a *P*-value less than 0.01 as the cutoff value. The top 20 GO terms and top 10 signaling pathways by KEGG analysis are shown as bar charts and Chordal graph, respectively.

### Construction of the microRNA-transcription factor-gene and protein-protein interaction network

An miRNA-TF-gene (M-T-G) network was constructed based on the aforementioned regulatory pairs among DEMs, DETFs, and miRNA/TF-associated genes, followed by a visualization using Cytoscape V3.8.2^12^ to investigate the gene regulation network associated with miRNAs and TFs in VaD. Since the key nodes exert critical effects on the network, key miRNAs, TFs, and genes were obtained for further analysis. First, key miRNAs and TFs were analyzed by two plug-ins of Cytoscape and scored with several parameters, including closeness centrality (CC), betweenness centrality (BC), average shortest path length, outdegree, and neighborhood connectivity retrieved from CytoHubba, as well as the occurrence provided by Motif-Discover. Second, key genes were selected from the miRNA/TF-associated gene set by integrating the protein-protein interaction (PPI) and CytoHubba analytic methods. The STRING V11.5 software^13^ was used to describe the interactive network within miRNA/TF-associated genes through the setting of the confidence score as 0.7. Then, the PPI network of miRNA/TF-associated genes was assessed by the CytoHubba plug-in. Key genes were selected using several topological parameters, including maximum neighborhood component (MNC), maximal clique centrality (MCC), degree, betweenness, and closeness. Additionally, regulatory loops among key miRNAs, TFs, and genes were displayed after visualization in Cytoscape V3.8.2 (see text footnote 12).

### Quantitative real-time polymerase chain reaction analysis

Total RNA was extracted from the cortex of rats and HEK293 cells using the Ultrapure RNA Kit (CWBIO, Beijing, China). miRNA 1st Strand cDNA Synthesis Kit and miRNA Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China) were used to measure the expression of DEMs in the 2VO rat model. Likewise, the DEGs in the rats with 2VO were also measured using Hiscript^®^III RT SuperMix for qPCR and ChamQ Universal SYBR qPCR Master Mix (Vazyme, Nanjing, China). Quantitative real-time polymerase chain reaction (qRT-PCR) analyses for miRNA and mRNA were performed following the manufacturer’s recommendations. The expression of miRNA and mRNA was calculated by the 2^–Δ^ ^Δ^ ^CT^ method (Yi et al., 2021). The primes in this study were synthesized from Sangon Biotech (Shanghai, China) and are listed in Table 1. U6 small RNA was used as the internal reference for miRNA. *Gapdh* and *ACTB* were used as the reference genes for mRNA.

**TABLE 1:** Primers for qRT-PCR and nucleotide sequences for transfection.

Name	Sequence
miR-145-5p RT	5′-GTCGTATCCAGTGCAGGGTCCGAGG
	TATTCGCACTGGATACGACAGGGAT-3′
miR-122-5p-RT	5′-GTCGTATCCAGTGCAGGGTCCGAGG
	TATTCGCACTGGATACGACCAAACA-3′
miR-21-5p-RT	5′-GTCGTATCCAGTGCAGGGTCCGAGG
	TATTCGCACTGGATACGACTCAACA-3′
miR-5132-5p RT	5′-GTCGTATCCAGTGCAGGGTCCGAGGT ATTCGCACTGGATACGACAGCCTG
U6 RT	GTCGTATCCAGTGCAGGGTCCGAGGTA-3′ TTCGCACTGGATACGACAAAATA
miR-145-5p-F	5′-CGGTCCAGTTTTCCCAGGA-3′
miR-145-5p-R	5′-AGTGCAGGGTCCGAGGTATT-3′
miR-122-5p-F	5′-CGCGTGGAGTGTGACAATGG-3′
miR-122-5p-R	5′-AGTGCAGGGTCCGAGGTATT-3′
miR-5132-5p-F	5′-GATATCGTGGGGCGGTGGA-3′
miR-5132-5p-R	5′-CAGTGCAGGGTCCGAGGT-3′
miR-764-3p-F	5′-AACAAGGAGGAGGCCATAGTG-3′
miR-764-3p R	5′-CAGTGCAGGGTCCGAGGT-3′
U6-F	5′-CAAATTCGTGAAGCGTTCCA-3′
U6-R	5′-AGTGCAGGGTCCGAGGTATT-3′
*Serpine1*-F	5′-GCGTCTTCCTCCACAGCCATTC-3′
*Serpine1*-R	5′-TGTCTCTGTTGGATTGTGCCGAAC-3′
*Nedd4l*-F	5′-CGCCGTGCTGTGAAAGATACCC-3′
*Nedd4l*-R	5′-GTGTGACTTTGTGTTGTGGTTTGGG-3′
*Tpm1*-F	5′-GTAGCATCTCTGAACAGACGCATCC-3′
*Tpm1*-R	5′-CAGCCTTCTCAGCCTCCTCCAG-3′
*Pxn*-F	5′-CAGCCAGCAGCAGACCAGAATC-3′
*Pxn*-R	5′-ACTGCCGCTCTACATCCACTCTC-3′
*Plec*-F	5′-CACCGCACTGAACTCGCTACAC-3′
*Plec*-R	5′-GCTCGGCATCTTGGTCACTCTG-3′
*Trip12*-F	5′-CCGAATCAACTGGTGCCGAAGAG-3′
*Trip12*-R	5′-AGGAGGAAGTAGAGGCAGCAGAAG-3′
*Col1a1*-F	5′-TGTTGGTCCTGCTGGCAAGAATG-3′
*Col1a1*-R	5′-GTCACCTTGTTCGCCTGTCTCAC-3′
*Klf5*-F	5′-AGACGAGACAGTGCCTCAGTGG-3′
*Klf5*-R	5′-GCCAGTTCTCAGGTGCGTGATG-3′
*Csrnp1*-F	5′-ACGCTTCTGTAGAGGAGGACTTGG-3′
*Csrnp1*-R	5′-CCGAGGTGGATAGGGCTGTAGG-3′
*Rxrg*-F	5′-CGAATCCTACGGCGACATGAGTG-3′
*Rxrg*-R	5′-AACAAGGGTGAAGAGCTGCTTATCC-3′
*Klf4*-F-F	5′-GGACGGCTGTGGGTGGAAATTC-3′
*Klf4*-R	5′-TGTCGCACTTCTGGCACTGAAAG-3′
*Nfatc4*-F	5′-GCGGTCGTGTTCTTGAGTGTCC-3′
*Nfatc4*-R	5′-CAAAGCCTTCTGGTGGAGGGTAATC-3′
*Foxj2*-F	5′-ACCCGCAAGCCTCTCATCTCTAC-3′
*Foxj2*-R	5′-GTGGTGTGTTGGGCGACTGTATC-3′
*Nkx6-1*-F	5′-AGAGTCAGGTCAAGGTCTGGTTCC-3′
*Nkx6-1*-R	5′-ATCGTCGTCGTCCTCCTCGTTC-3′
*Prdm6*-F	5′-CCACCACCCTCAACAACCACATC-3′
*Prdm6*-R	5′-GTCTTCCAAACGCTTCAGCAAACAG-3′
*Mxi1*-F	5′-GCGAGAGGAGATTGAAGTGGATGTG-3′
*Mxi1*-R	5′-TGATGCTGGTGGTACTGATGTTGTC-3′
*Zfp523*-F	5′-CAATGGCAAAGGGCAGCAAGTTG-3′
*Zfp523*-R	5′-AGTGATGGGCAGTGGTGTAGAGG-3′
*Gapdh*-F	5′-CAAGGTCATCCATGACAACTTTG-3′
*Gapdh*-R	5′-GGGCCATCCACAGTCTCCT-3′
*KLF5-F*	5′-AGTGCCTCAGTCGTAGACCAGTTC-3′
*KLF5-R*	5′-GCCAGTTCTCAGGTGAGTGATGTC-3′
*CSRNP1-F*	5′-ATGCCATTGATGACGCCTCTGTG-3′
*CSRNP1-R*	5′-GGCTGGGTAGGGCTGTAGGAAG-3′
*ACTB-R*	5′-ATACTCCTGCTTGCTGATCC-3′ ATACTCCTGCTTGCTGATCC ATACTCCTGCTTGCTGATCC
*ACTB-F*	5′-CCTGTACGCCAACACAGTGC-3′ CCTGTACGCCAACACAGTGC CCTGTACGCCAACACAGTGC
miR-145-5p mimics	sense 5′-GUCCAGUUUUCCCAGGAAUCCCU-3′
	antisense 5′-GGAUUCCUGGGAAAACUGGACUU-3′
miR-122-5p mimics	sense 5′-UGGAGUGUGACAAUGGUGUUUG-3′
	antisense 5′-AACACCAUUGUCACACUCCAUU-3′
Negative control (NC)	sense 5′-UUCUCCGAACGUGUCACGUTT-3′
	antisense 5′-ACGUGACACGUUCGGAGAATT-3′

### Cell culture and transfection

Human embryonic kidney (HEK293) cells were cultured in DMEM supplemented with 10% FBS (Gibco/Invitrogen, Grand Island, NY, United States) and were incubated following the instructions of the American Tissue Culture Collection. HEK293 cells were seeded into 24-well plates and 6-well plates for transfection after reaching 70% growth confluence using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, United States). Mimics were purchased from Genepharma (Suzhou, China) and were transfected into HEK293 cells to evaluate the regulatory relationship of miR-145-5p over *Csrnp1* and miR-122-5p over *Klf5*; the sequences of mimics and negative control (NC) are listed in Table 1.

### Dual-luciferase reporter assay

Dual-luciferase reporter experiment was used to verify the direct action between miR-145-5p and miR-122-5p over *Csrnp1* and *Klf5*. The binding sequences in the 3′UTR of *Csrnp1* and *Klf5* were provided by miRWalk (see text footnote 5) and cloned into the pmirGLO plasmid vector (Sangon Biotech, Shanghai, China) after amplification. Subsequently, plasmids containing wild-type (WT) binding sequences were transfected into HEK293 cells along with miR-145-5p mimics or miR-122-5p mimics, using NC as the control group. The plasmids with the mutant-type (MUT) binding sequences were also synthesized and transfected into HEK293 cells along with miR-145-5p mimics, miR-122-5p mimics, or NC. The cells were collected at 48 h after transfection and analyzed using the Dual-Luciferase Reporter Assay Kit (Vanzyme, Nanjing, China) under the manufacturer’s recommendations. The activity of renilla luciferase was considered as the endogenous control of firefly luciferase.

### Dataset acquisition and data processing

Gene expression datasets of miRNA and mRNA related to VaD were selected from the GEO^14^, with the species limitation (human, mouse, and rat) and the biological sample type (blood and different brain regions). Ten GEO datasets containing the expression level of miRNA associated with VaD were selected, including GSE193012, GSE178500, GSE86291, GSE100488, GSE111794, GSE48028, GSE184975, GSE29287, GSE46266, and GSE46269. Meanwhile, 22 GEO datasets of mRNA expression status involved in VaD were collected, including GSE104381, GSE201482, GSE186798, GSE80681, GSE60820, GSE97537, GSE202659, GSE173544, GSE173714, GSE131193, GSE45703, GSE163614, GSE106680, GSE21136, GSE157628, GSE111782, GSE134257, GSE107983, GSE37777, GSE17929, GSE162072, and GSE148841. The significantly dysregulated genes were obtained by setting the absolute value of Log_2_ (foldchange) greater than 1 and the *P*-value less than 0.05.

### Statistical analysis

IBM SPSS Statistics (version 25.0, IBM, NY, United States) was used for analyzing the escape latency and the swimming speed in the MWM test with ANOVA, followed by Tukey’s *post hoc* analyses among groups. The unpaired *t*-test was used for the remaining statistical analyses using the GraphPad Prism version 8.0 software (GraphPad Inc., CA, United States). Results are expressed as mean ± standard deviation (SD). Besides, unpaired *t*-test and fold change analyses were applied to distinguish DEMs and DEGs among rats with 2VO and sham rats with a threshold set as *P* < 0.05 and Log_2_ (foldchange) absolute value greater than 1.

## Results

### Spatial cognition and neuronal survival are declined in rats with vascular dementia

Rats with 2VO showed a longer escape latency in the MWM test than the sham rats (Figure 2B, *P* < 0.001), while the swimming speed was not different between these two groups (Figure 2C), indicating that the decline in the learning ability in rats with 2VO was not due to the influence of motor ability. Moreover, rats with 2VO showed less crossings of the target platform (Figure 2D, *P* < 0.001) and shorter duration in the target quadrant than sham rats (Figure 2E, *P* < 0.01), suggesting the occurrence of the loss of memory in rats with 2VO. Furthermore, fewer Nissl bodies were found in the cortex of rats with 2VO (Figures 2F,G, *P* < 0.05 *vs.* sham rats). Together, these results supported the cognitive deficits and neuronal damage in the VaD model.

### Identification of differentially expressed microRNAs and differentially expressed genes related to vascular dementia

Thirteen known DEMs and 805 DEGs were identified between rats with 2VO and sham rats, including ten downregulated and three upregulated DEMs and 602 downregulated and 203 upregulated DEGs. 

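Cortical RNA from 3 rats with 2VO and 3 sham rats was sequenced, with 1 mRNA library for each rat. The sample labels give an age of 7 weeks, the age at which the rats were bought according to the paper, which gives 8 weeks at surgery and 12 weeks at collection. The deposited mRNA values are whole-number counts for annotated transcripts of 21797 gene symbols, of which 23129 transcripts had at least 1 count, and 5099 genes are listed with 2 or more transcripts. The counting tool, the genome build and the way reads shared by transcripts of the same gene were divided are not given in the sources used here. Total counts per library ranged from 18752502 to 20938852 in sham rats (median 19203268) and from 18877533 to 19655612 in rats with 2VO (median 19490665). Supplementary Table 1 gives the paper's own depth, 52520958 to 62777070 reads per library, whereas the values reported here rest on the deposited counts. The counts were tested with edgeR's quasi-likelihood test after TMM normalization (factors 0.975 to 1.02), for 18407 transcripts that passed the low-count filter and again for 14569 genes after the counts of all transcripts of a gene symbol had been summed. The biological coefficient of variation was 0.378 for transcripts and 0.183 for genes. Calls are given at a Benjamini-Hochberg adjusted p under 0.05 and, separately, at the paper's thresholds of an unadjusted P-value under 0.05 and an absolute log2 fold change over 1. Normalized levels are CPM (counts scaled to library size), and a group with 0 counts was given a floor of 3 counts over the group, which covers counting error only.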

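The 6 miRNA libraries were made from the same RNA samples as the mRNA libraries. The deposited miRNA values are RPM values, that is reads scaled to library size, for 764 mature miRNAs, of which 231 were at 0 in all 6 libraries and 52 share all 6 values with another miRNA, so that these cannot be separated. The RPM values of a library are multiples of a fixed step of 0.0503 to 0.0872 RPM per read, which corresponds to 11474959 to 13802207 reads per library in sham rats and 11700976 to 19884978 in rats with 2VO. Dividing by this step gave whole reads, within 0.1 of a read, for 100% of the values checked in 5 libraries and for 99.7% in 2VO replicate 2. Supplementary Table 2 gives the paper's own depth, 20800202 to 36191743 reads per library. Sums over the listed miRNAs ranged from 621719 to 658812 RPM, so that the denominator also holds reads outside the list. The tests used limma-trend on log2(RPM + 1) for 466 miRNAs with a mean of at least 0.05 RPM, the paper's minimum, and the log2 fold changes of miRNAs are on this scale.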

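Slc6a13, Eln, Col18a1 and 9 further genes were lower in the cortex of rats with 2VO. When the transcripts of a gene were summed, 12 of 14569 genes passed the adjusted threshold of edgeR, and all 12 were lower. Slc6a13, a GABA transporter of the leptomeninges, fell from 41.9 ± 11.1 CPM (SD, n = 3) in sham rats to 6.72 ± 1.34 CPM (SD, n = 3) in rats with 2VO, a log2 fold change of -2.64 (standard error 0.23, adjusted p = 0.0341 from edgeR). Eln, which encodes elastin, fell from 17.0 ± 4.33 to 3.14 ± 0.527 CPM (log2 fold change -2.43, standard error 0.23, adjusted p = 0.0341 from edgeR). The fall lay in 1 of its 2 listed transcripts, ENSRNOT00000032780. It held 846 of the gene's 1018 counts in sham rats and 0 of 178 in rats with 2VO. Col18a1, a collagen of basement membranes, fell from 40.6 ± 6.17 to 14.1 ± 2.00 CPM (log2 fold change -1.53, standard error 0.15, adjusted p = 0.0378 from edgeR), and Mmp14, a membrane-bound metalloproteinase, from 24.0 ± 4.36 to 8.79 ± 0.782 CPM (log2 fold change -1.45, standard error 0.16, adjusted p = 0.0440 from edgeR). Aoc3, an amine oxidase of vascular smooth muscle, had 433 counts over the sham rats and 0 over the rats with 2VO, which is at least 142-fold lower (adjusted p = 0.0341 from edgeR). Aoc3 and the Eln transcript were among 10 transcripts at 50 counts or more throughout 1 group and at most 3 throughout the other. Another division of the 6 libraries into groups of 3 held 9 such transcripts. C7, a complement component, Tgm2, a transglutaminase that crosslinks matrix proteins, Colec12, a scavenger receptor, Sult1a1, a sulfotransferase, and Fibin fell too, with log2 fold changes of -2.61 to -1.44. RGD1566368 (log2 fold change -2.19) and Slc16a11 (-1.35) complete the 12 and ranked below the 10 genes named by rule. These calls depend on single libraries, since edgeR called 0 genes when any library other than 2VO replicate 3 was left out and 198 genes (18 higher and 180 lower) without 2VO replicate 3. Without a low-count filter it called 39 genes, 1 higher and 38 lower. In the full set 2121 genes had an unadjusted p under 0.05, and DESeq2 called 571 genes by adjusted p, of which 165 were higher and 406 lower.

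**Figure D1:**
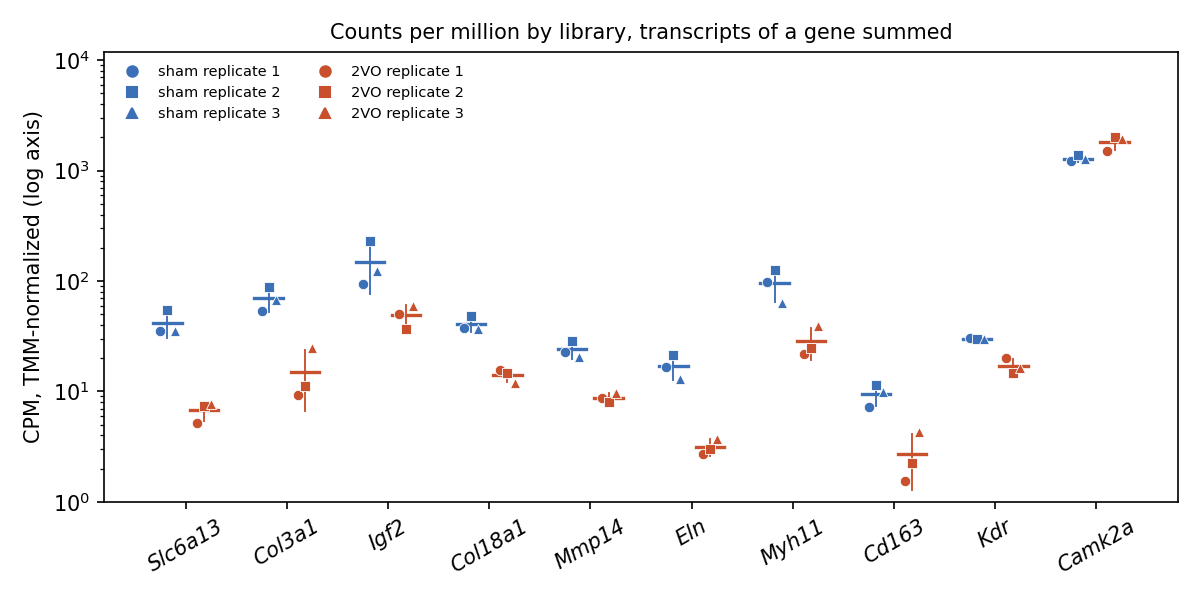
CPM of 10 genes in each library, with the transcripts of a gene summed, on a log axis. Points are rats, horizontal lines are means and vertical bars are the SD of 3 rats. Slc6a13 averages 41.9 CPM in sham rats and 6.72 CPM in rats with 2VO.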

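Single transcripts of Slc1a3, Herc3, Fbxo41 and Begain differed strongly, while the sums over all transcripts of these genes changed little. Of 18407 transcripts, 4 passed the adjusted threshold of edgeR, 3 higher and 1 lower in rats with 2VO. A transcript of Slc1a3, the astrocytic glutamate transporter (ENSRNOT00000085599), had 0 counts in sham rats and 6078 in rats with 2VO, at least 2060-fold higher (adjusted p = 0.00549 from edgeR), while the sum of all Slc1a3 transcripts had a log2 fold change of -0.02 (standard error 0.08). It too belongs to the 10 transcripts present throughout 1 group and nearly absent from the other, of which another division of the libraries held 9. A transcript of Herc3, a ubiquitin ligase (ENSRNOT00000010241), rose from 7.38 ± 3.08 to 188 ± 34.7 CPM (SD, n = 3; adjusted p = 0.0445 from edgeR) and one of Fbxo41, a neuronal F-box protein (ENSRNOT00000084049), from 28.7 ± 3.31 to 82.8 ± 1.57 CPM (adjusted p = 0.0391 from edgeR). A transcript of Begain, a postsynaptic protein (ENSRNOT00000082216), fell from 56.3 ± 3.53 to 0.265 ± 0.211 CPM (adjusted p = 0.0391 from edgeR). The whole-gene log2 fold changes were 0.45 for Herc3, 0.13 for Fbxo41 and 0.07 for Begain. At the paper's thresholds, edgeR called 537 transcripts, 107 higher and 430 lower. In genes with several tested transcripts, the sum passed the same thresholds for 1 of 74 transcripts called higher and for 44 of 157 called lower. DESeq2 called 575 transcripts by adjusted p, 213 higher and 362 lower. The adjusted count from edgeR was 1 without sham replicate 1 or sham replicate 3 and 12 without 2VO replicate 2. When 1 library was left out, the Fbxo41 transcript was called in no case (adjusted p = 0.0691 to 0.112), that of Herc3 only without sham replicate 2 (adjusted p = 0.0232), that of Begain only without 2VO replicate 1 or 2VO replicate 2 (0.0275 and 0.0211), and that of Slc1a3 in all but the case without 2VO replicate 1 (0.0667), while Herc3 also missed the threshold at a mean of at least 1 CPM (0.0530).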

The volcano diagram illustrated the distribution of DEMs and DEGs acquired from the cortex of the rats with 2VO compared to the sham ones (Figures 3A,B). 

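Marker genes of the tissues that cover and supply the cortex were lower in rats with 2VO, and markers of its excitatory neurons were higher. All 20 measured markers of leptomeningeal fibroblasts, the cells of the pia and arachnoid, fell when adjusted over the list alone, with a median log2 fold change of -1.60 (camera adjusted p = 9.91e-18; adjusted p = 0.207 with an estimated correlation). Among them Col3a1, a fibrillar collagen, fell from 69.5 ± 17.1 to 15.1 ± 8.46 CPM (SD, n = 3) and Igf2, a growth factor made by meningeal cells, from 149 ± 73.6 to 48.7 ± 11.6 CPM. Of 16 markers of vascular smooth muscle cells and pericytes, 12 fell when adjusted over the list alone (camera adjusted p = 1.93e-08; adjusted p = 0.258 with an estimated correlation), among them Myh11, the smooth muscle myosin, from 96.5 ± 31.8 to 28.5 ± 9.08 CPM. Of 15 endothelial markers, 8 fell when adjusted over the list alone (camera adjusted p = 3.90e-06; adjusted p = 0.207 with an estimated correlation), among them Kdr, a receptor for VEGF, from 29.8 ± 0.350 to 17.0 ± 2.68 CPM. Border-associated macrophages, which lie along the meninges and vessels, had 5 of 9 markers lower when adjusted over the list alone, Cd163, Mrc1, Stab1, F13a1 and Clec10a (camera adjusted p = 5.97e-07; adjusted p = 0.207 with an estimated correlation). Of 9 markers of excitatory cortical neurons, all 9 had log2 fold changes above 0, and Camk2a, a calcium-dependent kinase of their synapses, and Nrgn, which binds calmodulin, rose when adjusted over the list alone (camera adjusted p = 0.000838; adjusted p = 0.207 with an estimated correlation). Over all genes tested, Slc6a13 was the member of these lists with an adjusted p under 0.05 from edgeR.

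**Figure D2:**
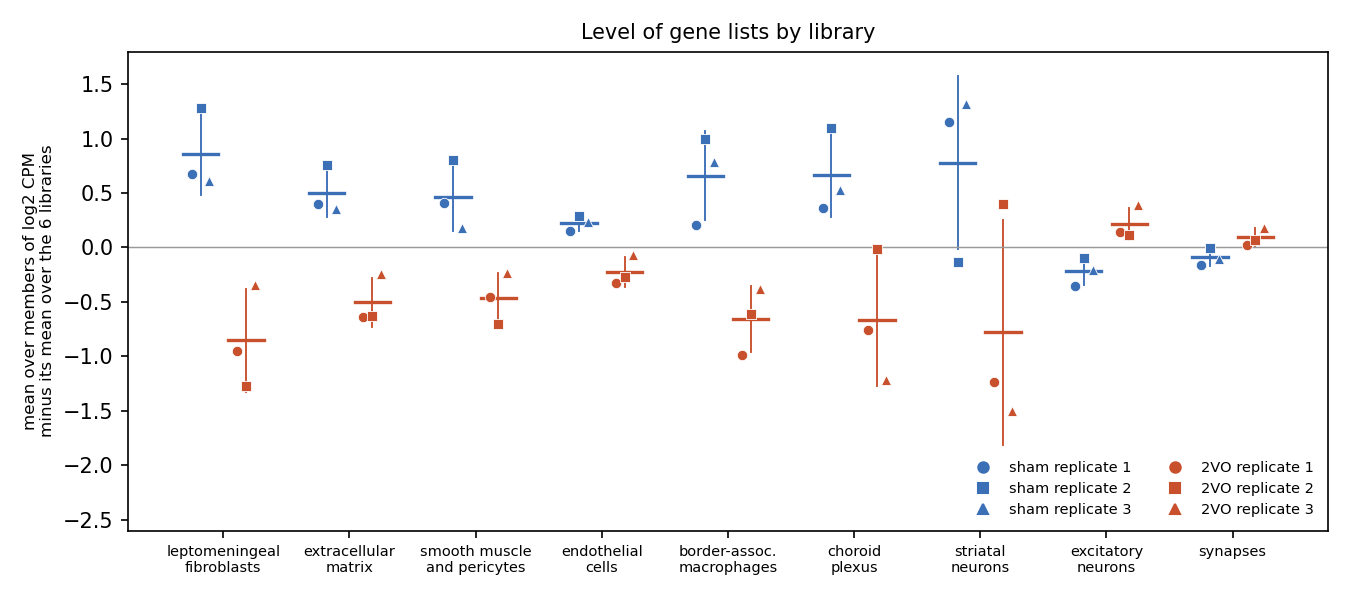
Mean over the members of a gene list of log2 CPM, minus its mean over the 6 libraries, for 9 lists. Points are rats, horizontal lines are means and vertical bars are the SD of 3 rats. Leptomeningeal markers lie between 0.609 and 1.28 in sham rats and between -1.27 and -0.343 in rats with 2VO.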

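Markers of structures next to the cortex were lower as well. Of 12 markers of striatal neurons, Drd1, a dopamine receptor, Ppp1r1b, a phosphatase inhibitor of dopamine signaling, and Penk, the enkephalin precursor, fell when adjusted over the list alone (camera adjusted p = 4.85e-05; adjusted p = 0.357 with an estimated correlation). The mean level of this list was 0.40 in 2VO replicate 2 and -0.13 in sham replicate 2, so that the groups overlap. Of 7 markers of choroid plexus and ependyma, Kcnj13, a potassium channel, and Prlr, the prolactin receptor, fell when adjusted over the list alone (camera adjusted p = 0.000838; adjusted p = 0.207 with an estimated correlation). Of 14 microglial markers, C1qc, a complement component, fell when adjusted over the list alone, from 25.2 ± 3.22 to 15.2 ± 0.726 CPM (SD, n = 3). The microglial list was lower by camera (adjusted p = 0.0273; adjusted p = 0.331 with an estimated correlation), but its adjusted p reached up to 0.175 without sham replicate 1, 2VO replicate 1 or 2VO replicate 2. No call was made for astrocytes (11 markers, camera adjusted p = 0.102), although Gjb6, a gap junction protein, fell when adjusted over the list alone. Oligodendrocyte precursors (9 markers, adjusted p = 0.133) were not called either, and their markers Pdgfra, a receptor for PDGF, and Cspg4, a proteoglycan, fell when adjusted over the list alone. Among 11 markers of inhibitory neurons (adjusted p = 0.889), Calb2, which encodes calretinin, fell when adjusted over the list alone. Camera gave adjusted p-values of 0.889 for 13 genes of oligodendrocytes and myelin, 0.662 for 5 of blood cells, 0.890 for 9 of striated muscle, of which Tnnt2 fell when adjusted over the list alone, and 0.905 for 3 of hepatocytes. Without 2VO replicate 3 camera called the oligodendrocyte and myelin list higher (adjusted p = 0.00636) and the blood cell list lower (adjusted p = 0.00728). Astrocytes and oligodendrocyte precursors were called lower by camera without 2VO replicate 2 (adjusted p = 0.0461 and 0.0269). The precursors were called lower with DESeq2 too (adjusted p = 0.0409), and astrocytes with replicate numbers as a block (adjusted p = 0.0331).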

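miR-146b-5p, miR-221-5p and miR-222-3p were higher on average in rats with 2VO, and none passed the adjusted threshold. miR-146b-5p, a miRNA of inflammatory signaling, was at 4131 ± 215 RPM (SD, n = 3) in sham rats and 5534 ± 996 RPM in rats with 2VO (log2 fold change 0.41, standard error 0.13, adjusted p = 0.237 from limma). miR-221-5p and miR-222-3p, which are encoded in a shared cluster, had log2 fold changes of 0.36 and 0.26 (standard errors 0.12 and 0.11). By limma, 0 of 466 miRNAs passed the adjusted threshold, the lowest adjusted p being 0.134 for miR-10a-5p, and 53 had an unadjusted p under 0.05, of which 5 were higher and 48 lower. edgeR on the recovered reads called 0 miRNAs by adjusted p as well. Without 2VO replicate 1, limma called miR-122-5p (adjusted p = 0.0312) and without 2VO replicate 3 it called miR-10a-5p (adjusted p = 0.0217). None of the miRNA lists was called by camera. The lowest adjusted p was 0.203, for 3 inflammation miRNAs, of which miR-146b-5p was higher when adjusted over the list alone. Adjusted p-values were 0.595 for 5 blood cell miRNAs, 0.741 for 2 liver miRNAs, 0.747 for 3 striated muscle miRNAs and 0.759 for 6 mesenchymal and vascular miRNAs, of which 1, miR-152-3p, was lower when adjusted over the list alone. They were 0.883 for 12 neuronal miRNAs and 0.884 for 2 oligodendrocyte miRNAs.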

Further hieratical clustering analysis revealed a differential sequencing expression profiling of these DEMs and DEGs among samples, as shown in Figures 3C,D. Moreover, among the DEMs, ten miRNAs were conserved among humans, mice, and rats according to miRBase (see text footnote 1), while miR-5132-5p, miR-764-3p, and miR-802-5p were not conserved (Table 2).

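The miRNAs of Table 2 include a pair of abundant ones, miR-10a-5p and miR-10b-5p, whose genes lie in the Hox clusters, and several at a few reads per library. miR-10a-5p was at 76.1 ± 8.28 RPM (SD, n = 3) in sham rats and 33.4 ± 9.57 RPM in rats with 2VO (log2 fold change -1.20, standard error 0.20, adjusted p = 0.134 from limma). miR-10b-5p was at 147 ± 61.4 and 48.7 ± 12.5 RPM (log2 fold change -1.53, standard error 0.30, adjusted p = 0.141 from limma). miR-143-3p and miR-214-3p, which are expressed in smooth muscle and mesenchymal cells, were at 2.68 ± 0.751 and 2.28 ± 0.347 RPM in sham rats and at 0.937 ± 0.304 and 0.883 ± 0.325 RPM in rats with 2VO. miR-155-5p, a miRNA of immune cells, was at 3.48 ± 1.03 and 1.54 ± 0.380 RPM, and miR-511-3p, from an intron of the macrophage gene Mrc1, at 1.40 ± 0.702 and 0.373 ± 0.0306 RPM. miR-21-5p stood at 19 reads over the sham rats and 4 over the rats with 2VO. All 13 miRNAs had the sign of the paper's log2 fold change and 12, all but miR-802-5p, had an unadjusted p under 0.05 from limma. Of the 13, 3 passed the paper's thresholds on this scale, and 12 had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence, since the study chose these miRNAs on the same libraries. For 11 of the 13 every rat with 2VO lay beyond every sham rat, which the choice on these libraries favors as well. edgeR on the recovered reads placed all 13 past the paper's thresholds, and its adjusted p was above 0.05 for each of them.

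**Figure D3:**
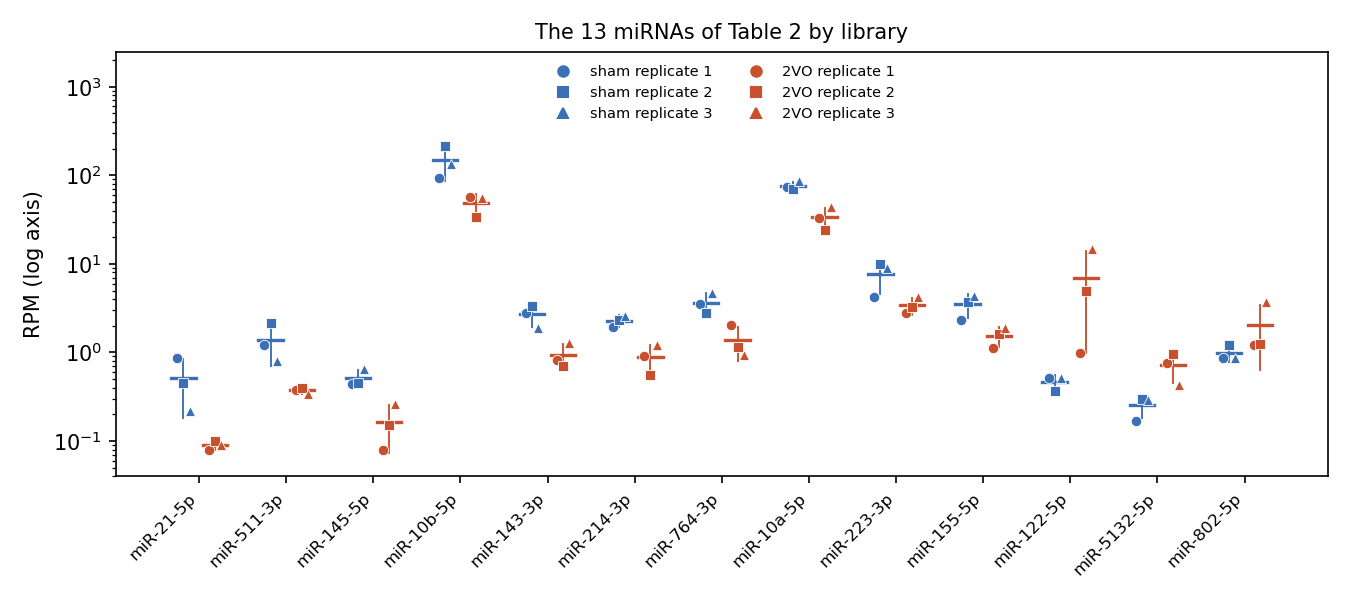
RPM of the 13 miRNAs of Table 2 in each library, on a log axis. Points are rats, horizontal lines are means and vertical bars are the SD of 3 rats, drawn down to the lowest rat where the SD exceeds the mean, as for miR-122-5p in rats with 2VO (6.87 ± 7.06 RPM).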

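Clustering separated the sham rats from the rats with 2VO on the called transcripts and miRNAs, which were chosen for that difference. On the 537 transcripts past the paper's thresholds and on the 13 miRNAs of Table 2, complete-linkage clustering into a pair of branches gave the groups. On the 500 most variable genes and on all 466 tested miRNAs, it set 2VO replicate 3 apart from the other 5 libraries. Over the 500 genes, the mean distance was 48.0 between groups and 40.3 within groups, a difference of 7.73 on the scale of log2 CPM. Over the 466 miRNAs, the distances were 8.59 and 7.50, a difference of 1.09 on the scale of log2(RPM + 1). The difference over genes was 4.70, 2.26 and 3.40 without sham replicates 1, 2 and 3 and 12.3 without 2VO replicate 3, and that over miRNAs was 0.663 without sham replicate 2 and 1.76 without 2VO replicate 1. Both differences were larger than those of the other 9 ways to divide the 6 libraries into groups of 3, the highest of which were 4.61 and 0.774, but 10 divisions cannot give a p under 0.1 (exact permutation test). From the clustering in Figures 3C,D the paper concludes that the expression profiles of the DEMs and DEGs differ between the samples.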

**FIGURE 3:**
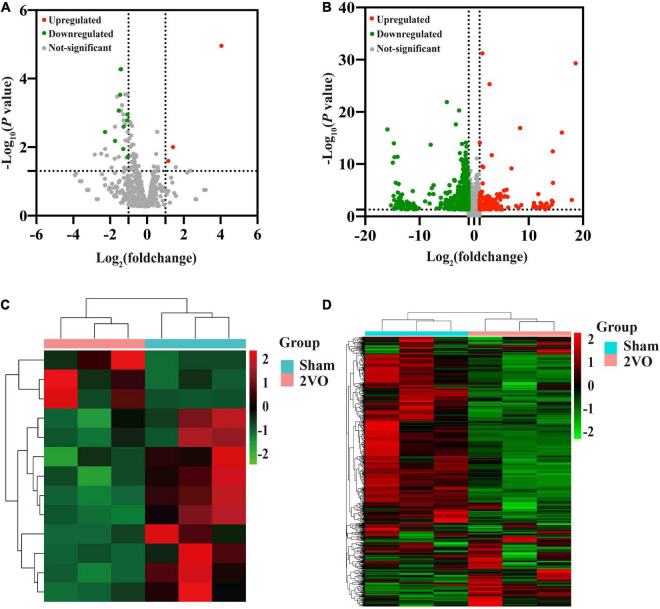
Volcano plots of the transcriptome and hierarchical cluster analysis of the DEMs and DEGs in the cortex of 2VO and sham rats. **(A)** Volcano plots of the differentially expressed miRNAs (DEMs) in the cortex of rats with 2VO compared with sham rats. **(B)** Differentially expressed mRNAs (DEGs) in the cortex of rats with 2VO compared with sham rats. Red dots indicate the upregulated DEMs and DEGs in the brains of rats with 2VO, while green dots indicate downregulated DEMs and DEGs. The molecules with no statistically different changes in rats with 2VO are shown as gray dots. **(C)** Hierarchical clustering analysis of DEMs. **(D)** Hierarchical clustering analysis of DEGs. The *X*-axis shows the cluster analysis of samples, the top blue bar indicates the sham group, and the top red bar indicates the group of rats with 2VO. The *Y*-axis shows the cluster analysis of miRNAs or mRNAs. Upregulated DEMs and DEGs are shown in red, and downregulated DEMs and DEGs are shown in green.

**TABLE 2:** Sequence and sequence homology of DEMs.

Name	Mature sequence	Log_2_ (foldchange)	*P*-value	Sequence homology
miR-21-5p	5′-UAGCUUAUCAGACUGAUGUUGA-3′	–2.2700	0.017800	rat, mouse, human
miR-511-3p	5′-AAUGUGUAGCAAAAGACAGGA-3′	–1.7300	0.003990	rat, mouse, human
miR-145-5p	5′-GUCCAGUUUUCCCAGGAAUCCCU-3′	–1.5300	0.030800	rat, mouse, human
miR-10b-5p	5′-CCCUGUAGAACCGAAUUUGUGU-3′	–1.4600	0.056800	rat, mouse, human
miR-143-3p	5′-UGAGAUGAAGCACUGUAGCUCA-3′	–1.4100	0.001360	rat, mouse, human
miR-214-3p	5′-ACAGCAGGCACAGACAGGCAG-3′	–1.2800	0.001750	rat, mouse, human
miR-764-3p	5′-GAGGAGGCCAUAGUGGCAACUGU-3′	–1.2700	0.002600	rat, mouse
miR-10a-5p	5′-UACCCUGUAGAUCCGAAUUUGUG-3′	–1.0600	0.000464	rat, mouse, human
miR-223-3p	5′-UGUCAGUUUGUCAAAUACCCC-3′	–1.0500	0.010400	rat, mouse, human
miR-155-5p	5′-UUAAUGCUAAUUGUGAUAGGGGU-3′	–1.0400	0.005740	rat, mouse, human
miR-122-5p	5′-UGGAGUGUGACAAUGGUGUUUG-3′	4.0500	0.011800	rat, mouse, human
miR-5132-5p	5′-CGUGGGGCGGUGGACCCAGGCU-3′	1.4200	0.015700	rat, mouse
miR-802-5p	5′-UCAGUAACAAAGAUUCAUCCU-3′	1.1500	0.039800	rat, mouse

### Identification of transcription factors and microRNA-transcription factor regulatory pairs associated with vascular dementia

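Foxc1, Foxc2, Tbx18 and further factors that the study lists as downregulated were lower on average in the cortex of rats with 2VO as whole genes, and none had an adjusted p under 0.05 from edgeR. The study chose them on these libraries, so this is not independent evidence of their direction. Foxc1 and Foxc2, forkhead factors needed for the development of the meninges, had log2 fold changes of -1.36 and -1.88 (standard errors 0.24 and 0.33, adjusted p = 0.0739 for both from edgeR). Tbx18, a T-box factor of pericytes and smooth muscle cells, had a log2 fold change of -1.77 (standard error 0.27, adjusted p = 0.0658 from edgeR). Foxd1, a factor of pericyte precursors, and Osr1, a factor of embryonic mesenchyme, had log2 fold changes of -1.82 and -1.15, and Rarb, a receptor for retinoic acid, of -1.35. Alx4, a homeobox factor of mesenchyme, was at 1.61 ± 0.425 CPM (SD, n = 3) in sham rats and at 0.373 ± 0.251 CPM in rats with 2VO, and Prrx2, of the same kind, had a log2 fold change of -2.73. Klf5, Ebf1 and Tbx3, which the study lists as downregulated too, had whole-gene values of -0.60, -0.59 and -0.42 (standard errors 0.30, 0.30 and 0.24). Mkx, a homeobox factor of tendon, was the factor with a higher whole-gene value past the paper's thresholds (log2 fold change 1.02, standard error 0.28, adjusted p = 0.180 from edgeR). Leptomeningeal markers were lower in the same libraries, with log2 fold changes of -2.64 to -1.01 (camera adjusted p = 9.91e-18; adjusted p = 0.207 with an estimated correlation).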

A total of 63 VaD-associated DETFs, divided into 18 upregulated and 45 downregulated TFs, were identified among the intersection of 805 DEGs in the cortex of rats with 2VO from RNA sequencing data and 1478 TFs of *Rattus norvegicus* from the AnimalTFDB database, which were useful to investigate the abnormally changed TFs involved in VaD (Figure 4A). The regulatory interactions, the expression fold change, and the *P*-value of 63 disease-related DETFs are listed in Supplementary Table 4.

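Of the 49 transcription factors that Supplementary Table 4 lists with values, 15 upregulated and 34 downregulated, 47 had a transcript with enough counts for the test, the others being Hnf4g and Tfap2a. For 32 of them, 7 higher and 25 lower, a transcript passed the paper's thresholds in the paper's direction. When the transcripts of each gene were summed, 18 passed, 1 higher and 17 lower. The study chose this list on these libraries, so these counts are not independent evidence of its direction, and the same holds for the 29 factors with an adjusted p under 0.05 when adjusted over the list alone. Over all transcripts tested, the adjusted p of edgeR was lowest for Nfia, a factor of glial development, at 0.0517. Its transcript ENSRNOT00000087089, 13.8% of the gene's counts, went from 3.16 ± 0.490 to 23.0 ± 5.14 CPM (SD, n = 3), a log2 fold change of 2.86 (standard error 0.22), while the sum of its transcripts had a log2 fold change of -0.13 (standard error 0.15). Zbtb20, a factor of hippocampal neurons, Ppard, a receptor for fatty acids, and Meis3, a homeobox factor, likewise had a higher transcript with log2 fold changes of 2.40, 2.30 and 2.73, and whole-gene values of -0.24, -0.17 and -0.09. Zfp82 and Ahctf1 had lower transcripts with log2 fold changes of -3.99 and -2.93, and whole-gene values of -0.27 and -0.15. In the downregulated factors with a single listed transcript, such as Six5 (-1.05) and Dach1 (-1.66), the gene and the transcript coincide.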

**FIGURE 4:**
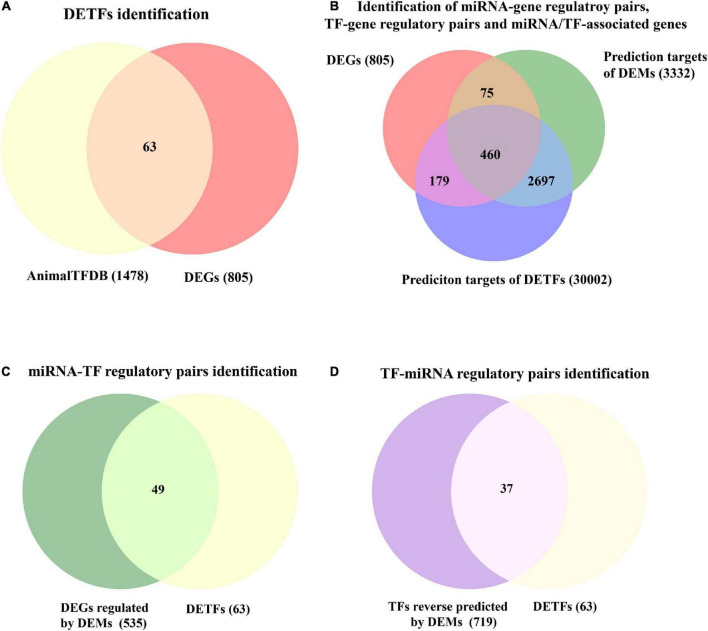
Identification of DETFs and DEGs jointly regulated by DEMs and DETFs. **(A)** Identification of 63 DETFs from DEGs using the Venn diagram. **(B)** Target prediction of DEMs and DETFs. A total of 535 miRNA-gene regulatory pairs, 639 TF-gene regulatory pairs, and 460 miRNA/TF-associated DEGs are identified. **(C)** Identification of 49 miRNA-TF regulatory pairs in total. **(D)** Identification of 37 TF-miRNA regulatory pairs.

A total of 3332 putative target genes of 13 DEMs and 30,002 presumptive target genes of 63 DETFs were obtained to investigate the involvement of miRNAs and TFs in the regulation of disease-related genes through a combination of the predicted results from multiple sources, including miRanda, miRWalk2.0, and TargetScanHumanV7.2 for DEMs, and CistromeDB and hTFtarget for DETFs, as described in paragraph 3.7 of the Materials and Methods (Figure 4B). Finally, a total of 460 common miRNA/TF-associated target genes were generated from the intersection among three defined sets of all predicted genes from DEMs, DETFs, and DEGs (Figure 4B).

In addition, the regulatory relationship between miRNAs and TFs related to VaD was also identified. As for miRNA-TF regulatory pairs (the action of miRNA on TF), thirteen DEMs targeted 49 TFs by overlapping 3332 targets of DEMs and 63 DETFs (Figure 4C). Regarding the TF-miRNA regulatory pairs (the action of TF on miRNA), 37 DETFs were identified as having the regulatory effect on 13 DEMs after overlapping 63 DETFs and 719 TFs through reverse prediction of DEMs using the PROMO database (Figure 4D).

### Gene ontology and pathway enrichment analyses

The enrichment analysis of 460 target genes, including aspects of biological process (BP), cell composition (CC), and molecular function (MF), was performed to evaluate the biological function of these common miRNA/TF-associated target genes. Vasculature development, cell-substrate adhesion, wound healing, cellular response to growth factor stimulus, regulation of ERK1, ERK2 cascade, and cholinergic synaptic transmission were included in the top 20 items of BP category, as shown in Figure 5A. 

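Genes of wound healing and of cholinergic transmission were over-represented among the called genes. The test covered all genes with a transcript past the paper's thresholds, 485 among 13608 tested genes with a GO annotation in the deposited table, by a one-sided Fisher's exact test adjusted over the 16 of 18 terms named in the paper that hold enough genes. The 460 target genes, which need target predictions, were not analysed here. Genes annotated only to narrower terms were not added, so the small sets of broad terms such as vasculature development cannot decide on the paper's terms. The terms come from the paper's results on these libraries, so their over-representation is not independent evidence. Wound healing held 10 called genes of 74, against 2.64 by chance (adjusted p = 0.00112, exact test), among them Fn1, which encodes fibronectin, Lox, a lysyl oxidase that crosslinks collagen, and Timp1, a metalloproteinase inhibitor. Cholinergic synaptic transmission held 4 of 16, against 0.570 by chance (adjusted p = 0.00660, exact test), namely the nicotinic receptor subunits Chrnb1 and Chrnb3, Slc5a7, the choline transporter, and Lynx1, a modulator of nicotinic receptors. In the list of cholinergic and monoaminergic transmission, with 23 measured genes, camera made no call (adjusted p = 0.791), and 3 genes were higher and 3 lower when adjusted over the list alone. Chat, which makes acetylcholine, fell from 5.13 ± 2.13 to 1.17 ± 0.758 CPM (SD, n = 3), Chrnb3 from 6.26 ± 1.82 to 1.06 ± 0.468 CPM, and Drd1 fell with them, while the muscarinic receptors Chrm1 and Chrm3 and the nicotinic subunit Chrna3 rose. Striatal markers, which include Drd1, were lower in the same libraries (median log2 fold change -1.34, camera adjusted p = 4.85e-05; adjusted p = 0.357 with an estimated correlation). Vasculature development held 1 called gene of 17 (adjusted p = 0.567, exact test), cell-substrate adhesion 2 of 15 (0.174), cellular response to growth factor stimulus 2 of 54 (0.617, and 0.0366 without 2VO replicate 1) and regulation of the ERK1 and ERK2 cascade 2 of 22 (0.294). The last term was called by DESeq2 without a low-count filter (adjusted p = 0.0250, exact test). It held 4 called genes, with an adjusted p of 0.00901, when transcripts were summed. Cholinergic transmission was not called without sham replicate 1, sham replicate 3, 2VO replicate 1 or 2VO replicate 3, with adjusted p-values of 0.206, 0.229, 0.194 and 0.100. With replicate numbers as a block it was not called either (adjusted p = 0.179, exact test).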

The most enriched results of CC were oriented to the cell membrane and cell organelles, such as myofibril, cell cortex, plasma membrane protein complex, early endosome, and dopaminergic synapse (Figure 5B). 

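Among the cellular components, the term for the cell cortex was called in some settings, and the terms for myofibril and early endosome in none. The cell cortex held 6 called genes of 82, against 2.92 by chance (adjusted p = 0.144 from the exact test), among them Anxa2, which binds membranes to actin, and Nedd4, a ubiquitin ligase, and it was called with DESeq2 on all 6 libraries (10 genes, adjusted p = 0.00484, exact test; adjusted p = 0.0143 without a low-count filter) and with edgeR without sham replicate 2 (adjusted p = 0.00548, exact test) or 2VO replicate 1 (adjusted p = 0.0331, exact test). Myofibril held 1 of 15 (adjusted p = 0.560, exact test) and early endosome 6 of 170 (adjusted p = 0.617, exact test). The list of glutamate and GABA synapses was higher in rats with 2VO (camera adjusted p = 4.85e-05; adjusted p = 0.295 with an estimated correlation). Of its 28 genes, 25 had log2 fold changes above 0, and Syt1, the calcium sensor of transmitter release, Vamp2, which drives vesicle fusion, and Grin2a, a subunit of the NMDA receptor, rose when adjusted over the list alone. The median log2 fold change was 0.19, and Syt1 rose from 1520 ± 20.5 to 1890 ± 115 CPM (SD, n = 3). The 7 reference genes had a median of 0.20 in the same libraries, so the rise of the synaptic list was no larger than theirs.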

The main enrichment processes of MF were related to growth factor binding, integrin binding, extracellular matrix structural constituent, collagen binding, actin binding, anion transmembrane transporter activity, and calcium ion binding (Figure 5C).

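Collagens, their binding proteins and other matrix components led the molecular functions tested, which the paper had named from these libraries. Collagen binding held 12 called genes of 41, against 1.46 by chance (adjusted p = 1.81e-07, exact test), among them Dcn and Lum, proteoglycans that organize collagen fibrils, and Nid1, a linker of basement membranes, 10 of the 12 with a lower transcript. The extracellular matrix structural constituent held 10 of 31, against 1.10 by chance (adjusted p = 5.45e-07, exact test), with Col1a1, Col3a1, Col4a5, Col5a1 and Fbln1 among the lower genes. Calcium ion binding held 35 of 468, against 16.7 by chance (adjusted p = 0.000153, exact test). Its called genes, 32 with a lower and 3 with a higher transcript, include the matrix proteins Nid2 and Thbs2, the cadherins Cdh1 and Cdh3, the receptor Notch2, Casq2, a calcium store protein of muscle, and Plcb1, a phospholipase. Actin binding held 16 of 217 (adjusted p = 0.0129, exact test), with Myh11, Flna, a filamin that crosslinks actin, and Plec among them, and integrin binding 7 of 76 (adjusted p = 0.0421, exact test). Growth factor binding held 1 of 28 (adjusted p = 0.638, exact test) and anion transmembrane transporter activity 1 of 14 (0.560), the latter called without sham replicate 2 (adjusted p = 0.0240, exact test). Actin binding was not called when transcripts were summed (7 genes, adjusted p = 0.545) or without 2VO replicate 3 (adjusted p = 0.0793), and integrin binding was not called at a mean of at least 1 CPM (adjusted p = 0.107) or without sham replicate 3, 2VO replicate 1 or 2VO replicate 2, with adjusted p-values of 0.178, 0.137 and 0.194. Calcium ion binding was not called without 2VO replicate 2 (adjusted p = 0.0882), and wound healing was not called without sham replicate 3 (adjusted p = 0.0828). Of these genes, Dcn, Lum, Col3a1 and Cdh1 are leptomeningeal markers, a list that was lower in every rat with 2VO than in every sham rat (camera adjusted p = 9.91e-18; adjusted p = 0.207 with an estimated correlation).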

**FIGURE 5:**
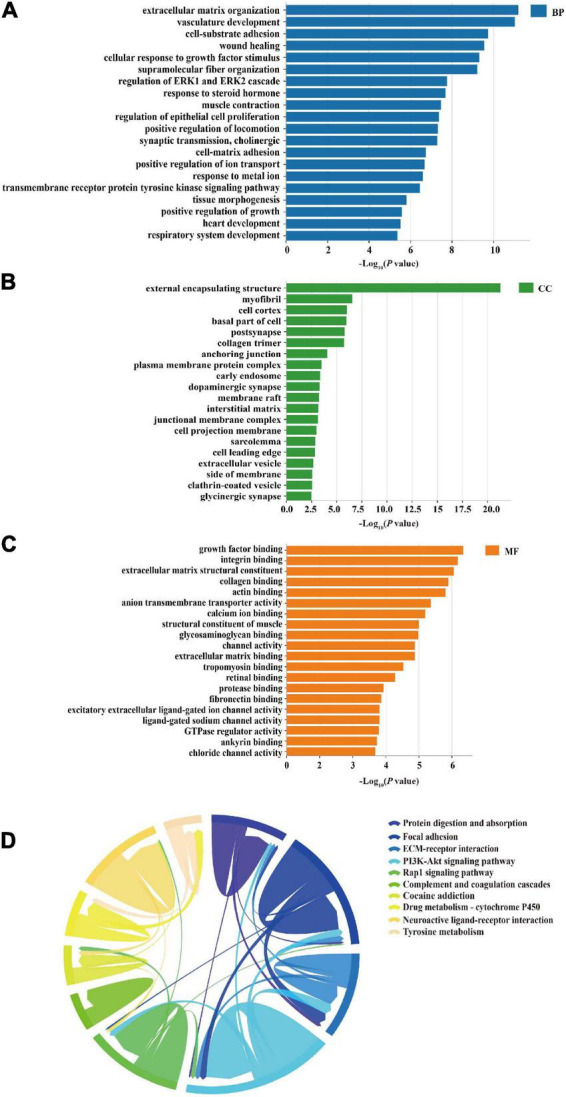
Gene ontology (GO) and KEGG enrichment analyses. **(A)** Top 20 GO terms of biological process (BP) as enrichment of 460 miRNA/TF-associated genes, including vasculature development and regulation of ERK1 and ERK2 cascade. **(B)** Top 20 GO terms of cellular components (CC) from the enrichment analysis of the 460 genes, including myofibril and cell cortex. **(C)** Bar charts of molecular function (MF) enrichment of the 460 genes, including growth factor binding and integrin binding. **(D)** Top 10 signaling pathways of KEGG enrichment analysis presented in the form of a Chordal graph, such as the PI3K-Akt signaling pathway and Wnt signaling pathway. Pathways are distinguished by different colors. The top 10 pathways are listed on the right side according to the *P*-value (from top to bottom in ascending order). Each line represents the association between two pathways. The thicker the line, the more common enriched genes between the two pathways and the stronger the association.

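Genes of the extracellular matrix were lower in rats with 2VO, and ECM-receptor interaction was over-represented among the called genes. Of 39 measured matrix genes, all 39 had log2 fold changes below 0. Over all genes tested 3 fell, Eln (in 1 of its 2 transcripts), Col18a1 and Mmp14. When adjusted over the list alone, 23 fell (camera adjusted p = 9.67e-18, and 0.207 with an estimated correlation). Thbs2, a thrombospondin that binds matrix proteins, fell from 24.5 ± 7.49 to 6.08 ± 1.01 CPM (SD, n = 3) when adjusted over the list alone, and Fn1, which encodes fibronectin, with a log2 fold change of -1.37. Of 28 integrins and focal adhesion genes, 7 fell when adjusted over the list alone (camera adjusted p = 0.000838; adjusted p = 0.207 with an estimated correlation), among them the integrins Itga8, Itgb4 and Itgb1 and the actin crosslinker Flna. Leptomeningeal and smooth muscle markers were lower by camera in the same libraries (adjusted p = 0.207 and 0.258 with an estimated correlation). The pathway annotation of the deposited table gave 289 pathways over 3832 genes, 147 of them with a transcript past the paper's thresholds, tested by a one-sided Fisher's exact test, and 6 were over-represented. ECM-receptor interaction held 10 called genes of 39 (adjusted p = 0.000359, exact test), focal adhesion 14 of 117 (adjusted p = 0.00881, exact test), and protein digestion and absorption (8 of 37) and amoebiasis (9 of 42), with Col1a1, Col3a1 and Col4a5 among the called genes of both, passed as well. In the paper's qPCR of other rats, Col1a1 deviated from the sequencing, with a significant difference from sham rats. Complement and coagulation cascades held 6 of 29 (adjusted p = 0.0317, exact test), among them Cfb, Serping1 and F13a1. No pathway passed without 2VO replicate 2, 1 passed without sham replicate 2 (ECM-receptor interaction, adjusted p = 0.0297) and 3 without 2VO replicate 1, focal adhesion (adjusted p = 0.318) and complement (0.469) not among them. Focal adhesion was also lost without 2VO replicate 3 (adjusted p = 0.0737) and without a low-count filter (0.0893 with edgeR, 0.136 with DESeq2). Complement was also lost without sham replicate 1 (0.224), with DESeq2 (0.0639, and 0.0506 without a low-count filter) and with replicate numbers as a block (0.176).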

A total of 37 KEGG pathways were discovered, and the top 10 pathways were obtained after removing uncorrelated pathways such as “cancer” according to a *P*-value < 0.01. 

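Genes of PI3K-Akt and Wnt signaling were lower by camera in rats with 2VO, and genes of calcium signaling were higher. Of 53 PI3K-Akt genes, 8 fell and 1 rose when adjusted over the list alone (camera adjusted p = 0.00370; adjusted p = 0.207 with an estimated correlation). The median log2 fold change of the PI3K-Akt list was -0.11, and 17 of its genes lay above 0. Its members Igf2, Pdgfrb, Kdr, Flt1 and Tek also stand in the leptomeningeal, smooth muscle or endothelial lists. Fgf1, a fibroblast growth factor, fell from 13.2 ± 2.98 to 3.66 ± 1.38 CPM (SD, n = 3) and Igf1r, the IGF1 receptor, by a log2 fold change of -0.42, while Vegfa, an angiogenic factor, rose from 41.7 ± 7.69 to 61.1 ± 6.70 CPM. Of 42 Wnt genes, 8 fell, among them Sfrp1, a secreted Wnt inhibitor, Wnt6 and the receptor Fzd2, and Dkk3 rose when adjusted over the list alone (camera adjusted p = 0.0166; adjusted p = 0.295 with an estimated correlation). The median of the Wnt list was -0.21, and 14 of its genes lay above 0. Of 45 calcium signaling genes, 6 rose when adjusted over the list alone, among them Ryr2, a calcium release channel, Atp2a2, the calcium pump of the endoplasmic reticulum, and Camk2b (camera adjusted p = 0.00653, and 0.328 with an estimated correlation). The median log2 fold change of the calcium list was 0.20, and that of the 7 reference genes was 0.20 too. Camera made no call for 20 hypoxia response genes (adjusted p = 0.700), of which Pgk1, a glycolytic enzyme, and Vegfa rose and P4ha2, a collagen hydroxylase, fell when adjusted over the list alone. It made none for 16 apoptosis genes (adjusted p = 0.114) or for 13 of the oxidative stress response (adjusted p = 0.790), of which Slc7a11, a cystine transporter, fell when adjusted over the list alone. Of 13 neuroinflammation genes, Cd74, a chaperone of antigen presentation, and Tlr4, a receptor for bacterial products, fell when adjusted over the list alone (camera adjusted p = 0.0220; adjusted p = 0.343 with an estimated correlation). The PI3K-Akt pathway of the annotation held 17 called genes of 183, against 7.02 by chance (adjusted p = 0.0303, exact test), of which Col1a1, Col4a5, Col6a2, Fn1, Lama1, Thbs2, Thbs4 and Vtn are matrix genes. Wnt signaling held 7 of 84, neuroactive ligand-receptor interaction 9 of 140 and calcium signaling 5 of 91, and none of these passed the adjusted threshold of the exact test (unadjusted p = 0.0408, 0.0870 and 0.270). The Wnt list was not called without 2VO replicate 1 or 2VO replicate 2 (adjusted p up to 0.0643) and the neuroinflammation list not without sham replicate 2 or 2VO replicate 1 (up to 0.136). The PI3K-Akt pathway was not called without sham replicate 2, 2VO replicate 1, 2VO replicate 2 or 2VO replicate 3 (adjusted p = 0.681, 0.318, 0.0675 and 0.137). It was also lost without a low-count filter (0.267 with edgeR, 0.0802 with DESeq2) and with replicate numbers as a block (0.0547).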

The results indicated that these common targets were mostly closely related to the PI3K-Akt signaling pathway, neuroactive ligand-receptor interaction, calcium signaling pathway, and Wnt signaling pathway, which were mainly associated with apoptosis, hypoxia, inflammation, angiogenesis, and neurodegeneration involved in VaD (Figure 5D).

### Construction of the microRNA-transcription factor-gene regulatory network and protein-protein interaction network

Transcription factors and genes associated with VaD, 13 DEMs, 460 miRNA/TF-associated target genes, and 49 VaD-associated DETFs were involved in the M-T-G network to elucidate the regulatory relationship among these miRNAs. The other 14 VaD-associated TFs were excluded from the network due to their poor association with these acquired miRNA/TF-associated target genes. Finally, the M-T-G network was constructed, resulting composed of 522 nodes, 7537 edges, and four types of regulatory relationships, including the miRNA-gene, TF-gene, miRNA-TF, and TF-miRNA actions (Figure 6A). Additionally, edges projected from DEMs were colored red, while DETFs were blue. Next, 460 miRNA/TF-associated target genes were uploaded into the STRTING software, and the interactions scored under 0.7 were removed, generating a functional protein association network with 205 nodes and 304 edges (Figure 6B). Furthermore, dysregulated key genes were identified by integrating the results from STRING and cytohubba plug-in, including *Serpine1*, *Pxn*, *Nedd4l*, *Col1a1*, *Plec*, *Trip12*, and *Tpm1* (Table 3).

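Col1a1 was lower on average in rats with 2VO as a whole gene, and single transcripts of Plec, Pxn, Nedd4l and Trip12 differed on average. None had an adjusted p under 0.05 from edgeR, the named transcripts in the paper's direction standing at 0.350 to 0.417. Col1a1, which encodes a chain of type I collagen and has 1 listed transcript, was at 116 ± 42.7 CPM (SD, n = 3) in sham rats and 28.7 ± 8.64 CPM in rats with 2VO (log2 fold change -2.01, standard error 0.30, adjusted p = 0.0658 from edgeR, whole gene). Plec, a linker of the cytoskeleton, has 10 listed transcripts, of which ENSRNOT00000083429, 2.25% of the gene's counts, was at 24.0 ± 28.6 CPM in sham rats and 2.07 ± 0.749 CPM in rats with 2VO (log2 fold change -3.53, standard error 1.14; -1.905 without sham replicate 1). Another Plec transcript, ENSRNOT00000006311, passed the paper's thresholds in the other direction, with 708 counts in sham rats and 1566 in rats with 2VO (log2 fold change 1.24, standard error 0.47), and the whole gene had a log2 fold change of -0.05 (standard error 0.38). For Pxn, the focal adhesion protein paxillin, the transcript ENSRNOT00000064115 had a log2 fold change of -1.95 (standard error 0.63), a second one had 1.90 (standard error 1.35), and the whole gene 0.03 (standard error 0.36). The ubiquitin ligases Nedd4l and Trip12 had transcripts with log2 fold changes of 3.77 (standard error 1.43) and 2.52 (standard error 0.79), which hold 4.17% and 14.7% of the genes' counts, and whole-gene values of 0.01 and 0.04 (standard errors 0.07 and 0.06). In 2VO replicate 1 these transcripts had 28 and 239 counts, against 0 to 33 and 264 to 317 in sham rats, and in the other rats with 2VO 251 and 457 (Nedd4l) and 2275 and 2132 (Trip12). Tpm1, a tropomyosin, has 8 listed transcripts, and its tested transcript with the smallest p in the paper's direction had a log2 fold change of 0.07 (standard error 0.14), another transcript, ENSRNOT00000085894, had -0.97 (standard error 0.28), and the whole gene had -0.24 (standard error 0.11). A Tpm1 transcript with 2 counts in sham rats and 46 in rats with 2VO was below the low-count filter. At the paper's thresholds Col1a1, Plec, Pxn, Nedd4l and Trip12 passed in a transcript in the paper's direction, and since the study chose them on these libraries, this is not independent evidence. In the paper's qPCR of other rats, Plec, Nedd4l, Trip12 and Tpm1 changed as in its sequencing. There Col1a1 and Pxn deviated from the sequencing, with a significant difference from sham rats. Markers of leptomeningeal fibroblasts, which also express Col1a1, were lower by camera in the same libraries (adjusted p = 9.91e-18; adjusted p = 0.207 with an estimated correlation).

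**Figure D4:**
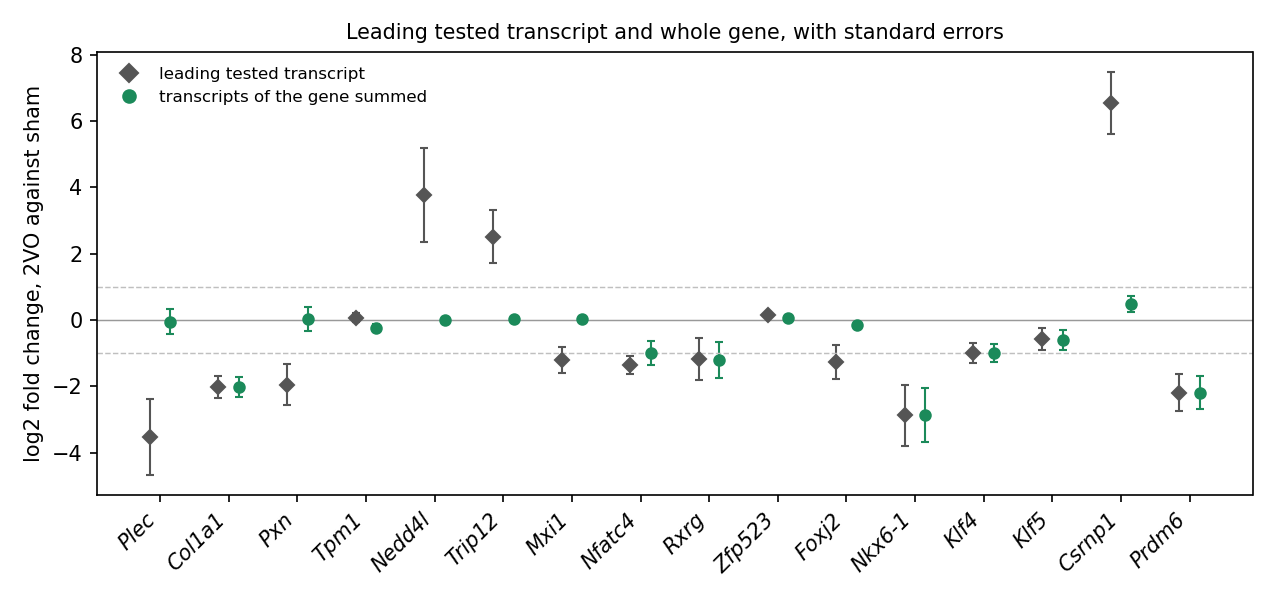
Log2 fold change, 2VO against sham, with its standard error for key genes and the 10 key transcription factors. Diamonds are the tested transcript with the smallest p in the paper's direction, or for Zfp523 its only tested transcript, which lies in the other direction. Circles are the sum of the gene's transcripts, and dashed lines mark an absolute log2 fold change of 1. Csrnp1 stands at 6.56 for its transcript and 0.48 for the whole gene.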

**FIGURE 6:**
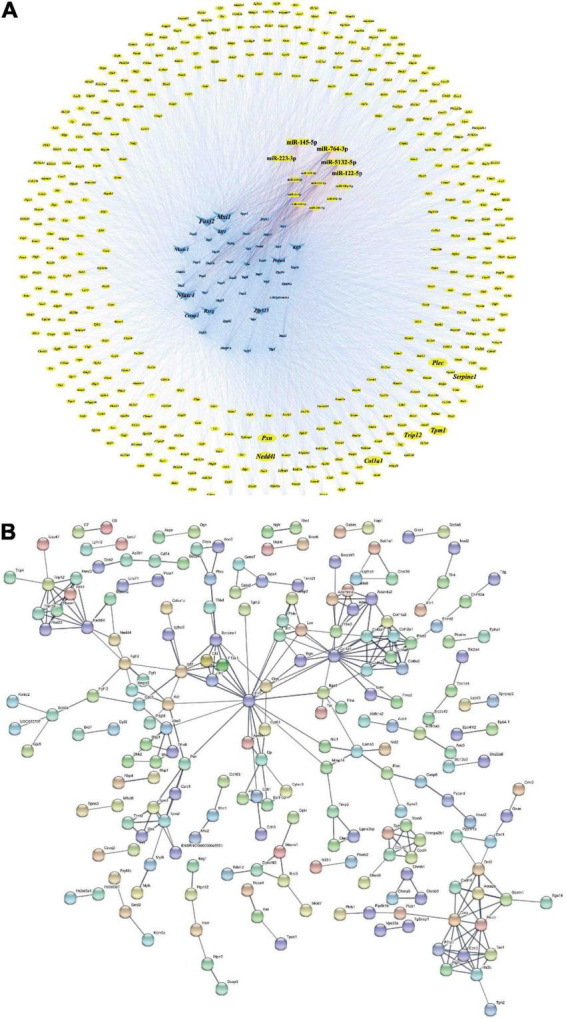
M-T-G and PPI networks. **(A)** Establishment of the M-T-G network of 13 DEMs, 49 DETFs, and 460 DEGs. The genes, miRNAs, and TFs are represented by yellow circles, red rectangles, and blue triangles, respectively. The key nodes are highlighted with larger sizes. **(B)** Establishment of the PPI network based on the 460 joint targets of DEMs and DETFs.

**TABLE 3:** Summary of key genes.

Name	Type	Log_2_ (foldchange)	*P*-value	*Z*-score
*Plec*	gene	–3.5300	0.006660	0.775000
*Col1a1*	gene	–2.0100	0.000001	1.680000
*Pxn*	gene	–1.9300	0.001040	1.280000
*Serpine1*	gene	–1.4300	0.034000	0.732000
*Tpm1*	gene	4.8400	0.041300	0.756000
*Nedd4l*	gene	3.8700	0.002240	0.940000
*Trip12*	gene	2.5500	0.000124	0.578000

### Identification of the involved feed-forward loop and key nodes

miRNAs and TFs are important regulatory elements for gene expression. One of the most common regulatory patterns among miRNAs, TFs, and genes is the three-node regulatory motif composed of the feed-forward loop (FFL) and composite loop (Lin et al., 2015). Specifically, miRNA and TF simultaneously regulate one target with a single direction action within the three-node FFL motif, while their regulation on the common target is bilateral in the three-node composite motif (Zhang et al., 2015).

Differentially expressed transcription factors, DEGs, key miRNAs, and TFs were analyzed based on the aforementioned M-T-G network using CytoHubba and Motif-Discovery plugins to further investigate the regulatory motifs of DEMs in VaD. In the present analysis, those key nodes were selected according to the scores measured by the topological properties described in the Materials and Methods and explained in detail in Tables 3, 4. The top 10 of the 63 DETFs were selected, such as *Mxi1*, *Nfatc4*, *Rxrg*, *Zfp523*, *Foxj2*, *Nkx6*-1, *Klf4*, *Klf5*, *Csrnp1*, and *Prdm6*. 

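Prdm6 and Nkx6-1 were lower on average in rats with 2VO as whole genes, and Csrnp1 was higher on average in 1 of its transcripts. None of these had an adjusted p under 0.05 from edgeR. Prdm6, a repressor of smooth muscle and mesenchymal cells, was at 5.26 ± 1.92 CPM (SD, n = 3) in sham rats and 1.15 ± 0.725 CPM in rats with 2VO (log2 fold change -2.19, standard error 0.49, adjusted p = 0.126 from edgeR). Nkx6-1, a homeobox factor, was at 1.07 ± 0.431 and 0.141 ± 0.122 CPM (log2 fold change -2.86, standard error 0.81, adjusted p = 0.187 from edgeR). Klf4, a factor of endothelial and smooth muscle cells, was at 23.1 ± 5.94 and 11.6 ± 3.45 CPM, and the size of its log2 fold change (standard error 0.26, adjusted p = 0.173 from edgeR) lay just under the paper's limit of 1. Nfatc4, a factor activated by calcineurin, had a transcript with a log2 fold change of -1.36 (standard error 0.27, adjusted p = 0.206 from edgeR) that holds 82.2% of the gene's counts. The transcript ENSRNOT00000050543 of Csrnp1, a factor induced by AXIN1, had 3 counts in sham rats and 302 in rats with 2VO (log2 fold change 6.56, standard error 0.94, adjusted p = 0.137 from edgeR), and the whole gene a log2 fold change of 0.48 (standard error 0.24, adjusted p = 0.418 from edgeR). Klf5, a factor of vascular smooth muscle, had a transcript with 30 counts in sham rats and 0 in rats with 2VO, at least 9.85-fold lower, which was below the low-count filter, and a whole-gene log2 fold change of -0.60 (standard error 0.30, adjusted p = 0.408 from edgeR). Mxi1, a MYC antagonist, and the forkhead factor Foxj2 had lower transcripts with log2 fold changes of -1.21 and -1.26 (standard errors 0.40 and 0.52; -0.92 and -0.90 without sham replicate 3) and whole-gene values of 0.04 and -0.14. Rxrg, a retinoid X receptor, had a whole-gene log2 fold change of -1.20 (standard error 0.55, adjusted p = 0.371 from edgeR), and the zinc finger factor Zfp523 of 0.06 (standard error 0.09). Of the 10 factors, which the study chose on these libraries, 6 passed the paper's thresholds in a tested transcript and 2 as whole genes. The paper selected these factors as key nodes by their scores in its M-T-G network. In its qPCR of other rats, Klf4, Klf5, Csrnp1, Nfatc4, Foxj2 and Rxrg changed as in its sequencing. There Mxi1 deviated from the sequencing, with a significant difference from sham rats. Prdm6, Nkx6-1 and Zfp523 had the direction of its sequencing there, without a significant difference.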

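miR-122-5p, a miRNA of hepatocytes, was higher on average in rats with 2VO, and miR-145-5p, miR-223-3p and miR-764-3p were lower, at low levels and without an adjusted call. miR-122-5p was at 0.467 ± 0.0839 RPM (SD, n = 3) in sham rats and at 6.87 ± 7.06 RPM in rats with 2VO (log2 fold change 1.96, standard error 0.60, adjusted p = 0.233 from limma). The log2 ratio of its mean RPM was 3.88, and edgeR on the recovered reads gave a log2 fold change of 3.95. Its values in the rats with 2VO were 0.98, 4.93 and 14.7 RPM, or 13, 98 and 172 reads. miR-223-3p, a miRNA of myeloid cells, was at 7.76 ± 3.14 and 3.40 ± 0.721 RPM (log2 fold change -0.93, standard error 0.29, adjusted p = 0.233 from limma), and the groups overlapped. miR-764-3p, which lies in an intron of Htr2c, was at 3.66 ± 0.981 and 1.38 ± 0.576 RPM (log2 fold change -0.98, standard error 0.22, adjusted p = 0.161 from limma). miR-145-5p, a miRNA of smooth muscle cells, had 20 reads over the sham rats and 7 over the rats with 2VO (log2 fold change -0.38, standard error 0.12, adjusted p = 0.233 from limma). miR-5132-5p had 10 and 34 reads (log2 fold change 0.44, standard error 0.14, adjusted p = 0.237 from limma). In the paper's qPCR of other rats, miR-122-5p, miR-145-5p and miR-5132-5p changed as in its sequencing. There miR-223-3p and miR-764-3p deviated from the sequencing, with a significant difference from sham rats. The added 1 RPM lowers the size of the log2 fold change of miRNAs at a few RPM or less. Without it, the log2 ratio of mean RPM was -1.41 for miR-764-3p and -1.19 for miR-223-3p, both past the paper's limit of 1 in size. The loss is larger where a group has a mean under 1 RPM. This holds in the sham rats for miR-122-5p and in both groups for miR-145-5p and miR-5132-5p. In the mRNA libraries of the same rats, markers of smooth muscle cells and pericytes and of border-associated macrophages were lower by camera (adjusted p = 1.93e-08 and 5.97e-07; adjusted p = 0.258 and 0.207 with an estimated correlation), and 3 hepatocyte genes gave no call (adjusted p = 0.905).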

Top 5 miRNAs of the 13 DEMs were selected, such as miR-5132-5p, miR-764-3p, miR-223-3p, miR-145-5p, and miR-122-5p. Then, an M-T-G subgraph was established based on the key nodes and included 7 DEGs, 10 DETFs, and 5 DEMs (Figure 7A). Subsequently, three-node FFLs were constructed based on the regulatory relationships among these key nodes. The composite loop with key nodes is shown in Figure 7B. Three-node FFLs, including miRNA-dominating and TF-dominating FFLs, are shown in Figures 7C,D. Finally, eleven FFLs mediated by key TFs or key miRNAs and eleven composite loops were constructed (Figures 8, 9). These loops composed of key nodes represented a highly mutual interaction, demonstrating a complex regulatory network in the pathology of VaD.

**TABLE 4:** Summary of key TFs and miRNAs.

Name	Type	Occurrences	*Z*-score
*Mxi1*	transcription factor	47100	1.4600
*Nfatc4*	transcription factor	150000	1.4000
*Rxrg*	transcription factor	162000	1.3700
*Zfp523*	transcription factor	64700	1.3600
*Foxj2*	transcription factor	28700	1.3600
*Nkx6-1*	transcription factor	35200	0.7900
*Klf4*	transcription factor	51000	0.6140
*Klf5*	transcription factor	104000	0.4840
*Csrnp1*	transcription factor	53600	0.3760
*Prdm6*	transcription factor	39300	0.3620
miR-5132-5p	miRNA	2.2200	1.4200
miR-764-3p	miRNA	1.6300	1.0700
miR-223-3p	miRNA	0.9200	0.9090
miR-145-5p	miRNA	0.5090	0.8110
miR-122-5p	miRNA	0.7340	0.5950

**FIGURE 7:**
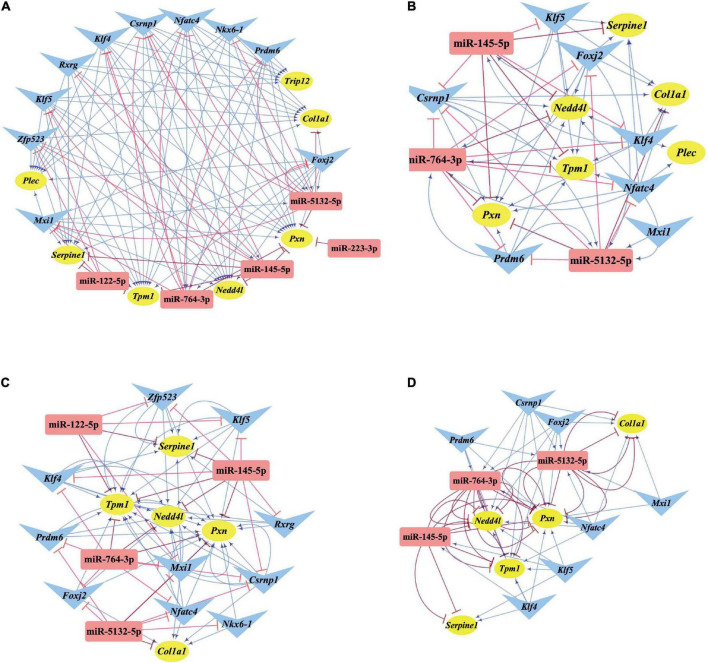
Regulatory relationships of the M-T-G subgraph network, composite loops, and FFLs. **(A)** Establishment of the M-T-G subgraph network of the key nodes based on 7 DEGs, 10 DETFs, and 5 DEMs. **(B)** Summary of all the composite loops based on the M-T-G subgraph network. **(C)** Collection of the miRNA-mediated FFLs extracted from the M-T-G subgraph network. **(D)** Gathering of TF-mediated FFLs of key DETFs. The target genes, miRNAs, and TFs are represented with yellow circles, red rectangles, and blue triangles, respectively. The edges radiated from miRNAs are marked in red and T-shaped blunt arrow ends, while the edges projecting from TFs are marked in blue and sharp arrow ends.

**FIGURE 8:**
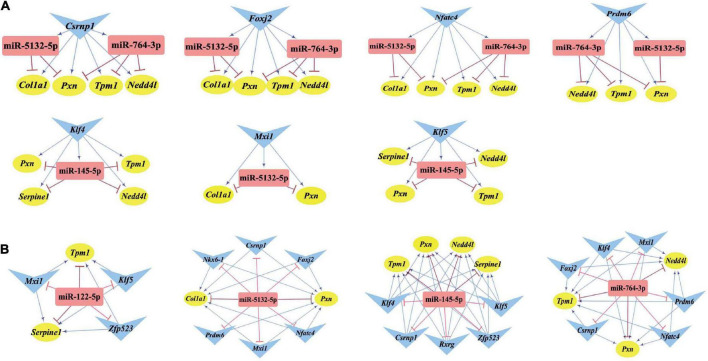
Three-node FFLs formed by key nodes. **(A)** TFs-mediated three-node FFLs of individual key DETFs. **(B)** A total of four miRNA-mediated three-node FFLs of key DEMs of the present study. The gene, miRNA, and TF are represented with yellow circles, red rectangles, and blue triangles, respectively. The terminal of the edges radiating from the miRNA is marked in red and T-type blunt arrow, while the one that changed to sharp arrow for the edges that radiate from TF is in blue color.

**FIGURE 9:**
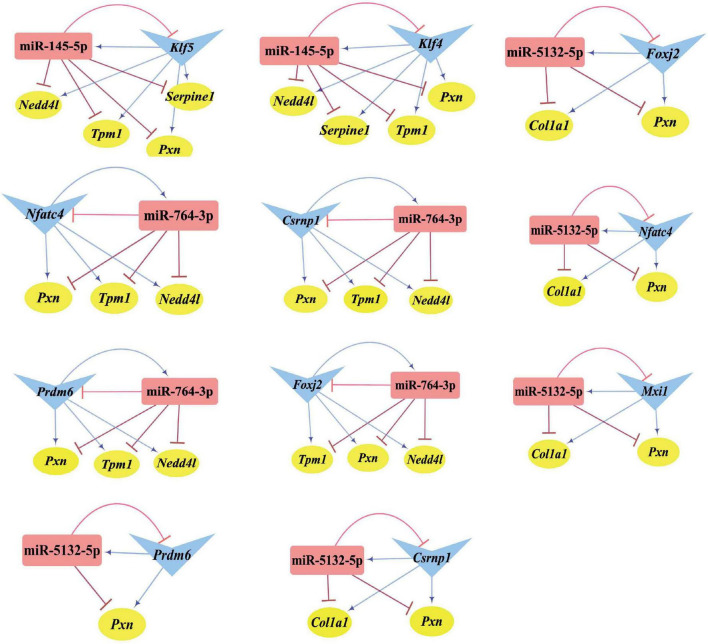
Composite loops among key miRNAs, TFs, and genes. Collection of composite loops of key nodes based on mutual regulatory miRNA-TF pairs. The gene, miRNA, and TF are represented with yellow circles, red rectangles, and blue triangles, respectively. The terminal of the edges radiating from the miRNA is marked in red and T-type blunt arrow, while the one that changed to sharp arrow for the edges radiated from TF is in blue color.

### Verification of key nodes and regulatory relationship

Before the experimental verification of the expression or interaction among key nodes in the M-T-G network, the expression pattern of these key nodes (key miRNAs, key TFs, and key genes) was assessed using several published GEO datasets associated with VaD from different types of biological samples of several organisms such as human, rat, and mouse. Supplementary Table 5 shows that four key miRNAs, such as miR-145-5p, miR-122-5p, miR-223-3p, and miR-764-3p, were dysregulated in several brain regions of rodent models related to VaD, including the hippocampus, cerebral cortex, striatum, and subventricular zone. Among them, miR-145-5p, miR-122-5p, and miR-223-3p in the hippocampus of mice suffering from VaD-related disease displayed similar expression patterns to our sequencing analysis. Additionally, two key TFs, *Klf4* and *Foxj2*, were significantly downregulated in the hippocampus of the mouse models of cerebral ischemia, as consistent with our analysis. Moreover, five key TFs, such as *Klf5*, *Csrnp1*, *Mxi1*, *Rxrg*, and *Zfp523*, were significantly dysregulated in the blood or cortical tissues of rodent models related to VaD, as shown in Supplementary Table 6. *Serpine1* was significantly downregulated in the hippocampus under the VaD-related pathological conditions. The other five key genes, *Tpm1*, *Col1a1*, *Pxn*, *Nedd4l*, and *Plec*, were significantly dysregulated in the rodent model related to VaD, aligned with our RNA sequencing analysis (Supplementary Table 7).

Quantitative real-time polymerase chain reaction analysis of the genes in the cortical tissues of rats with 2VO and sham rats was performed to confirm the changes in the expression of these key nodes in the predicted FFLs. In these detected nodes, the differential expression of key miRNAs, including miR-145-5p, miR-122-5p, and miR-5132-5p, TFs including *Csrnp1*, *Klf4*, *Nfatc4*, *Rxrg*, *Foxj2*, and *Klf5*, and target genes including *Serpine1*, *Plec*, *Nedd4l*, *Trip12*, and *Tpm1* between rats with 2VO and sham rats were in line with the results analyzed by RNA sequencing (Figures 10A–C, *P* < 0.05-0.01 *vs.* sham). Although the expression of several key nodes, including *Nkx6*-1, *Prdm6*, and *Zfp523*, were in line with the sequencing results, the statistical difference in rats with 2VO was not significant as compared with sham rats. In addition, some of the predicted key nodes completely deviated from the sequencing results, including miR-764-3p, miR-223-3p, *Mxi1*, *Pxn*, and *Col1a1* (all *P* < 0.05 *vs.* sham). Since the changing trend of most predicted key nodes was similar to that in the sequencing analysis, our speculation was that the abnormal expression of these key miRNAs and genes in VaD within the FFLs was reliable.

**FIGURE 10:**
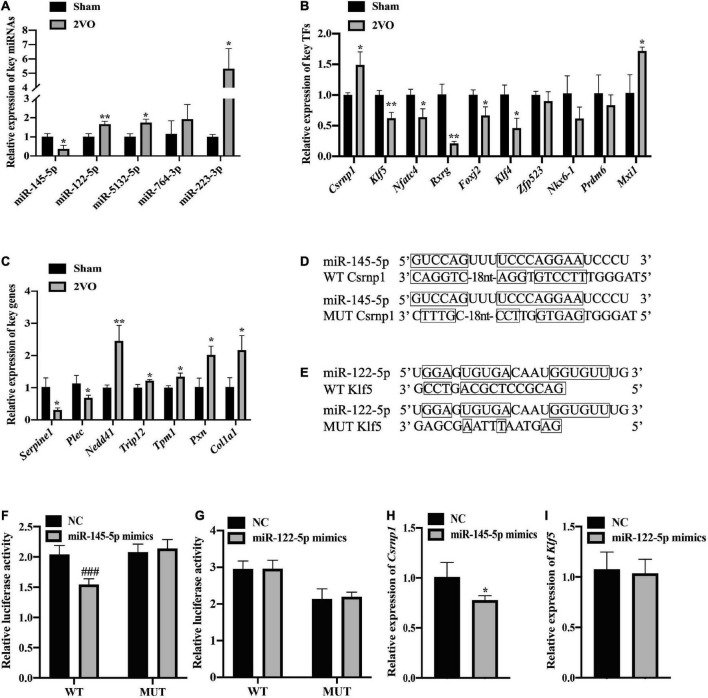
Validation of the expression and regulatory relationship. **(A)** Verification of the differential expression of the key miRNAs using qRT-PCR (*n* = 3). **(B)** Relative expression of the key TFs in the cortex of the rats with 2VO compared with the sham rats using qRT-PCR analysis (*n* = 3). **(C)** Relative expression of the key genes using qRT-PCR analysis (*n* = 3). **(D)** Wild-type (WT) or mutant-type (MUT) binding sites for the combination of miR-145-5p and *Csrnp1* in the dual-luciferase reporter assay. **(E)** Binding sites of the wild or mutant type of miR-122-5p and *Klf5*. **(F)** Direct interaction of miR-145-5p/*Csrnp1* by dual-luciferase reporter assay (*n* = 6). **(G)** No direct interaction of miR-122-5p/*Klf5* by dual-luciferase reporter assay (*n* = 6). **(H)** Significant decrease of the *Csrnp1* expression in the presence of miR-145-5p mimics. **(I)** No difference in the *Klf5* expression in the presence of miR-122-5p. Results are presented as mean ± SD. *P < 0.05, **P < 0.01 *vs*. Sham. ^###^*P* < 0.001 *vs*. NC.

As for the validation of the analyzed regulatory relationship, two key DEMs (miR-145-5p and miR-122-5p) were chosen to verify the miRNA-TF regulatory pairs thanks to their excellent sequence conservation, consistency of the expression pattern, and associations with the brain injury caused by hypoxia (Li et al., 2020b; Yang et al., 2021). *Csrnp1* and *Klf5* were then selected, since they are the targets of miR-145-5p and miR-122-5p due to their most significant different expression according to the value of Log_2_ (foldchange). The construction of recombinant plasmids containing MUT binding sites or WT binding sites for luciferase assessment is shown in Figures 10D,E. The dual-luciferase reporter assay revealed that miR-145-5p directly targeted *Csrnp1*, which was in line with the bioinformatic analysis of their potential relationship within the FFL (Figures 10F,G, *P* < 0.001 *vs*. NC). However, the connection between miR-122-5p and *Klf5* was not found in the dual-luciferase reporter experiment. Furthermore, the expression of *Csrnp1* in HEK293 cells was significantly downregulated in the presence of miR-145-5p mimics (Figures 10H,I, *P* < 0.05 *vs*. NC), while no statistical difference was found in the expression of *Klf5* when transfected with miR-122-5p mimics compared to the NC. Thus, miR-145-5p-*Csrnp1*, the key miRNA-TF regulatory pair in the predicted FFL involved in VaD, was obtained through qRT-PCR analysis and target verification.

## Discussion

Vascular dementia is a severe progressively cognitive dysfunction troubling a growing population of the elderly and without curative treatment or definite criteria for diagnosis. Thus, an early intervention on the disease and the control of risk factors are crucial steps in reducing the incidence of dementia (Morovic et al., 2019). The pathology of VaD refers to multiple processes, such as endothelial dysfunction, blood-brain barrier (BBB) destruction, and neuroinflammation, suggesting that an approach focusing on a single target is inappropriate (Cipollini et al., 2019). Therefore, a deep understanding of the aberrant genetic changes and their associated molecular mechanisms involved in the VaD pathophysiology may provide new therapeutic methods.

In the present study, rats with 2VO were used as a model of VaD, which exhibited cognitive impairments and neuropathological changes that spread in the brain, such as neuronal apoptosis, synaptic loss, and failure of neuronal signaling (Farkas et al., 2007). There is evidence supporting that the cerebral cortex participates in learning and memory, coupling with the hippocampus to mediate memory consolidation (Maingret et al., 2016; Wais et al., 2018). The cortex may be more vulnerable to BBB leak induced by biochemical mediators of cerebral hypoperfusion than other brain regions (Tayler et al., 2021). Furthermore, the risk of VaD may be higher for men than for women with the increase in age (Ruitenberg et al., 2001). Considering the possible interference of gender on the heterogeneity of results, our study detected the learning and memory-behavioral decline and cortical histopathological changes in the neurons of male rats suffering from 2VO; subsequently, DEMs, DETFs, and DEGs in the etiology of VaD were discovered using RNA sequencing in these rats combined with bioinformatics and experimental analyses to identify novel potential targets and understand their molecular mechanisms in VaD.

Among these differentially expressed genes, 805 DEGs were obtained based on the transcriptome sequencing and included 602 downregulated and 203 upregulated mRNAs. Seven genes were defined as key genes according to the M-T-G network and PPI network for their tight associations with the regulation of miRNAs and TFs in VaD. Among these seven key genes, the involvement of *Col1a1*, *Plec*, and *Trip12* in VaD was reported for the first time. As regards other key genes, *Serpine1* was significantly downregulated in VaD according to the present study and was also downregulated in small vessel brain injury as previously reported, which is a significant vascular factor for cognitive impairment (Knottnerus et al., 2010; Pantoni, 2010). Moreover, *Serpine1* was downregulated not only in the cortical brain of rats with 2VO but also in the hippocampus of the mice under chronic cerebral hypoperfusion based on the analysis of GEO datasets. *Serpine1* exerts neuroprotective effects through the inhibition of the endogenous mitochondrial apoptosis pathway and the stabilization of the neuronal networks depending on the MAPK/ERK pathway (Soeda et al., 2008; Iwaki et al., 2012). Furthermore, *Seprine1* is regulated by miR-301a and HIF-1α in response to hypoxia (Gonsalves et al., 2015). In our study, the expression of novel regulators of *Seprine1* in VaD was found based on sequencing and bioinformatic analysis, such as miR-145-5p, miR-122-5p, *Klf5*, and *Klf4*. Another upregulated key gene, such as *Nedd4l*, was also involved in several FFLs of our study dominated by key miRNAs or TFs, such as miR-145-5p, miR-764-3p, *Csrnp1*, *Klf5*, and *Klf4*. It was also confirmed that *Nedd4l* was significantly upregulated in the brain of rats with acute cerebral ischemia (Kim et al., 2021) and might function in exacerbating the toxicity of accumulated excitatory transmitters out of the cells in ischemia through the regulation of the degradation of glutamate transporters (Sopjani et al., 2010; Vina-Vilaseca and Sorkin, 2010). Moreover, *Nedd4l* was reported as regulated by miR-454 to induce a cardioprotective effect (Wang Y. et al., 2021). Besides, Tpm1 has a potential association with cognitive impairments as it was reported as a potential biomarker of AD for its upregulation in the platelets of AD and MCI patients (Reumiller et al., 2018). Tpm1 was regulated by almost all key miRNAs and TFs in our M-T-G network, indicating that it might play an important role in VaD.

Gene ontology and KEGG pathway analyses were performed to better understand the biological functions and potential mechanisms of the common miRNA/TF-associated targets in the pathogenesis of VaD. GO enrichment analysis indicated that these targets were mainly involved in cell membrane and organelles, including cell cortex, postsynapse, dopaminergic synapse, basal part of cell, plasma membrane protein complex, and early endosome. Functional enrichment analysis revealed important roles of these common targets involved in the biological processes related to synaptic transmission, cell proliferation, migration, and vasculature development. These results partly explained the target functions associated with the pathogenesis of VaD. The KEGG enrichment analysis summarized 37 pathways closely related to VaD, including PI3K-AKT signaling pathway, neuroactive ligand–receptor interaction, calcium signaling pathway, and WNT signaling pathway. It has been reported that the upregulation of the PI3K-AKT signaling pathway exerts a protective function in VaD through the promotion of the expression of BCL-2 (Chen et al., 2018). The activation of the Wnt signaling pathway may improve the cognitive ability of rats with 2VO (Jin et al., 2017). Therefore, these results suggest that these common miRNA/TF-associated targets potentially mediated VaD pathogenesis through multiple signaling pathways. These potential mechanisms of targets in the pathogenesis of VaD require further investigation.

Regarding the miRNAs, thirteen DEMs in the cortices of 2VO rats were identified by the RNA sequencing analyses, indicating their potential function in VaD. Among these DEMs, ten out of thirteen were conserved among different species based on miRBase. Next, five key DEMs were selected from the M-T-G network of VaD, such as miR-122-5p, miR-223-3p, miR-145-5p, miR-5132-5p, and miR-764-3p, which were identified for the first time in VaD. Among these five key DEMs, miR-122-5p, miR-223-3p, and miR-145-5p attracted more attention as they have excellent sequence homology, which has been reported as dysregulated in the blood of patients who have cancer, cardiovascular diseases, and neurodegenerative diseases (Maruyama et al., 2018; Mancuso et al., 2019; Ashirbekov et al., 2020; Pinho et al., 2020; Singh et al., 2020). However, after the experimental verification using qRT-PCR, the expression changes of miR-223-3p and miR-764-3p were inconsistent with the RNA sequencing outcome. Among the key miRNAs with consistent changes with RNA sequencing, miR-5132-5p is reported for the first time as associated with 2VO and upregulated in rats with this disease. Moreover, the level of miR-145-5p and miR-122-5p was dysregulated in the cerebrospinal fluid or plasma of patients with cerebral vascular disease as suggested by the other GEO datasets. miR-145-5p is closely related to various cardiovascular diseases. For example, miR-145-5p suppresses the activation of activated microglia cells in cerebral infarction by targeting the 3′UTR of *PLA2G4A* (Qi et al., 2017). miR-145-5p also protects cardiac microvascular endothelial cells against hypoxia/reoxygenation injury by suppressing *Smad4* expression (Li et al., 2020b). miR-122-5p is involved in the inhibition of cardiac fibroblast differentiation induced by apigenin through targeting the transcription factor HIF-1α (Feng et al., 2021); it is regulated by another transcription factor HNF4α in type 2 diabetic mice (Xu et al., 2020), indicating a regulation between miRNA and TF in different diseases.

As regards the TFs, a total of 63 TFs were differentially expressed in rats with 2VO. Ten DETFs were selected from the M-T-G network as the key TFs, divided into nine downregulated TFs and one upregulated TFs. These ten dysregulated TFs were found in VaD for the first time. *Klf5*, the most downregulated TF, is an active factor associated with miRNAs in cancer and cardiovascular disease (Drosatos et al., 2016; Yang et al., 2018; Nan et al., 2021; Wang Y. et al., 2021). *Klf5* was significantly downregulated in the blood of rats with ischemic stroke obtained from the GSE21136. Additionally, a previous study revealed the negative role of *Klf5* in neuronal apoptosis of ischemic stroke through the JNK pathway (Chang et al., 2020). As the most upregulated key TF, *Csrnp1* is reported as a tumor suppressor factor and mediates cardiomyocyte apoptosis induced by restraint stress through the WNT/β-catenin signaling (Ye et al., 2017). Besides, other RNA-sequencing datasets confirmed the upregulation of *Csrnp1* in VaD in humans, rats, and mice, which was consistent with our analysis. Furthermore, *Csrnp1* is highly associated with hypoxic-ischemic encephalopathy, according to RNA sequencing (Xiong et al., 2020). *Nfatc4* was identified as involved in hippocampal plasticity, axonal growth, neuronal survival, and apoptosis (Bradley et al., 2005). A previous study revealed that *Nfatc4* is essential for BDNF-dependent neuron survival and the spatial memory of hippocamp in adult-born neurons (Quadrato et al., 2012).

As regards the regulatory loops, the M-T-G network was constructed based on 13 DEMs, 49 DETFs, and 460 DEGs. Then, key nodes were identified from the M-T-G network. The regulatory relationships among key nodes were manifested as 11 FFLs and 11 composite loops, illustrating that these identified miRNAs, TFs, and target genes possessed significant predictive values in the involvement in VaD. miR-145-5p and miR-122-5p were significantly dysregulated, as supported by the sequencing, qRT-PCR analysis, and the comprehensive comparison of expression patterns among public datasets associated with VaD. miR-122-5p and miR-145-5p are involved in the pathological process of ischemic stroke through the targeting of *Nurrl* and *SEMA3A*, as previously reported (Xie et al., 2017; Yang et al., 2021). Additionally, miR-145-5p directly regulates the expression of *Samd4* in cardiac microvascular endothelial cell injury induced by hypoxia (Li et al., 2020b). Based on the potential interactions of the constructed FFLs and composite loops, the regulatory relationship of miR-145-5p over *Csrnp1* was further validated by dual-luciferase reporter assay and gene expression using a gain-of-function experiment, in line with the bioinformatic prediction. As the most dysregulated transcription factor, *Csrnp1* was reported to mainly function in tumors or cardiac diseases, but little is known on the role of this gene in VaD. Interestingly, *Klf5* was the most downregulated key transcription factor and targeted by miR-145-5p and miR-122-5p simultaneously, according to miRNA-mediated FFLs. Although the direct interaction of *Klf5* and miR-145-5p was previously established (Liang et al., 2018; Zhou et al., 2019), the correlation of miR-122-5p and *Klf5* was found neither by dual-luciferase reporter assay nor by expression analysis based on miRNA gain-of-function.

Our study is just the beginning of this complex study, since still many challenges and problems should be solved in the future. First, larger sample sizes and more profound mechanistic research are needed to confirm our findings on these identified key miRNAs and TFs. Second, gender factors and more vulnerable brain regions of cerebral hypoperfusion should be the focus of our subsequent work to obtain a comprehensive elucidation of the transcriptome changes for new perspectives to understand the complex pathology of VaD. Third, profiling the transcript features of non-canonical small non-coding RNAs, including rsRNA, tsRNA, and snosRNA, that were obtained in the present sequencing is necessary, referring to the previous report (Shi et al., 2021), since they gained increasing attention as regulators of gene expression and biomarkers of diseases, such as transfer-RNA-derived small RNA (Li et al., 2020c; Zhang et al., 2020; Shi et al., 2022). Finally, more key genes and their interactions should be explored from the constructed FFLs and composite loops with potential functions in the pathogenesis of VaD.

In conclusion, the aberrantly expressed miRNAs, TFs, and target genes related to VaD were identified using RNA sequencing analyses in the cortex of rats with 2VO. The biological functions and potential mechanisms of these identified miRNAs and TFs were analyzed. In line with the bioinformatics analyses, three miRNAs, six TFs, and five mRNAs were confirmed as significantly differentially expressed in rats with VaD, and the interaction of miR-145-5p and *Csrnp1* was verified. Our findings might provide new insights into the molecular mechanism of VaD.

## Data availability statement

Publicly available datasets were analyzed in this study. This data can be found here: the RNA sequencing data used in the present study were submitted to Gene Expression Omnibus and the accession number GSE199508 was obtained.

## Ethics statement

The animal study was reviewed and approved by the Ethics Committee of the Institute of Medicinal Biotechnology, Chinese Academy of Medical Sciences (Beijing, China).

## Author contributions

RL and ZL contributed to the conception and designation of the research, interpreted results, and revised the manuscript. KZ and LZ conducted the miRNA and mRNA profiling analysis and key nodes assays, performed the qRT-PCR and the dual-luciferase reporter experiments, and drafted the manuscript. ZC, ML, and TS performed the M-T-G network analysis and prepared the figures. All authors contributed to manuscript revision, read, and approved the submitted version.

## Footnotes

1
http://www.mirbase.org/

2
http://bioinfo.life.hust.edu.cn/AnimalTFDB/

3
http://www.bioinformatics.com.cn

4
https://www.bioinformatics.com.cn/local_miranda_miRNA_target_prediction_120

5
http://mirwalk.umm.uni-heidelberg.de/

6
http://www.targetscan.org/vert_72/

7
http://www.cistrome.org/db

8
http://bioinfo.life.hust.edu.cn/hTFtarget#!/

9
www.ncbi.nlm.nih.gov/

10
alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3

11
https://metascape.org/gp/index.html#/main/step1

12
https://www.cytoscape.org/

13
https://www.string-db.org/

14
https://www.ncbi.nlm.nih.gov/gds/

# Supplementary material for: RNA sequencing-based identification of the regulatory mechanism of microRNAs, transcription factors, and corresponding target genes involved in vascular dementia
**Source:** Front Neurosci. 2022 Sep 20;16:917489. doi: 10.3389/fnins.2022.917489
**Supplement:** Supplementary file 1

Supplementary Table 1. Quality control data of mRNA sequencing.

Sample	Total Reads<br>(count)	Total Bases<br>Count(bp)	Average<br>Read<br>Length<br>(bp)	Q10<br>Bases<br>Ratio<br>(%)	Q20<br>Bases<br>Ratio<br>(%)	Q30<br>Bases<br>Ratio<br>(%)	N Bases<br>Count<br>(bp)	GC<br>Bases<br>Ratio<br>(%)
sham rat 1	59462754	8607319458	144.75	99.99	99.01	96.45	10622	48.92
sham rat 2	55745440	8071010914	144.78	99.99	99.02	96.46	8679	49.25
sham rat 3	62777070	9097221698	144.91	99.99	99.03	96.52	12232	49.13
rat 1 with 2VO	52520958	7611920518	144.93	99.99	99.01	96.42	8387	49.70
rat 2 with 2VO	55903618	8093061981	144.77	99.99	99.02	96.46	10255	48.88
rat 3 with 2VO	57682866	8329705920	144.41	99.99	98.99	96.41	9914	48.78

Supplementary Table 2. Quality control data of miRNA sequencing.

Sample	Reads<br>(counts)	Unique-reads<br>(counts)	Base<br>(counts)	Average<br>length	Q10<br>Ratio<br>(%)	Q20<br>Ratio<br>(%)	Q30<br>Ratio<br>(%)	GC-<br>percentage<br>(%)
sham rat 1	21987456	756128	478283349	21.75	100	99.11	96.39	49.38
sham rat 2	25217676	944950	549681116	21.8	100	99.12	96.40	48.82
sham rat 3	24623554	733099	536896950	21.8	100	99.19	96.35	48.83
rat 1 with 2VO	25427449	967412	556732209	21.89	100	99.22	96.57	48.58
rat 2 with 2VO	36191743	1083018	789911453	21.83	100	99.06	96.09	48.70
rat 3 with 2VO	20800202	666165	452202594	21.74	100	98.95	95.94	49.07

Supplementary Table 3. Summary of genome mapping for mRNA.

Sample	Total reads	Total mapped	Multiple mapped	Uniquely mapped
sham rat 1	61298712(100.00%)	58573860(95.55%)	4144474(6.76%)	54429386(88.79%)
sham rat 2	54642968(100.00%)	52252261(95.62%)	3827428(7.00%)	48424833(88.62%)
sham rat 3	58130830(100.00%)	55605452(95.66%)	4184838(7.20%)	51420614(88.46%)
rat 1 with 2VO	51145376(100.00%)	49043662(95.89%)	4091675(8.00%)	44951987(87.89%)
rat 2 with 2VO	54798862(100.00%)	52544341(95.89%)	3627705(6.62%)	48916636(89.27%)
rat 3 with 2VO	56607882(100.00%)	54120999(95.61%)	3661793(6.47%)	50459206(89.14%)

Supplementary Table 4. Summary of TFs for the construction of the M-T-G network.

DETFs	Regulation category	Log ₂ (fold change)	P value
<i>Arid1b</i>	TF-gene, TF-miRNA, miRNA-TF	17.9648	0.000690
<i>Arntl2</i>	TF-gene, TF-miRNA, miRNA-TF	13.0073	0.024585
<i>Esr1</i>	TF-gene, TF-miRNA, miRNA-TF	11.1674	0.013483
<i>Csrnp1</i>	TF-gene, TF-miRNA, miRNA-TF	6.8721	0.000001
<i>Nfia</i>	TF-gene, TF-miRNA, miRNA-TF	2.8559	0.000001
<i>Meis3</i>	TF-gene, TF-miRNA, miRNA-TF	2.7263	0.000631
<i>Zbtb5</i>	TF-gene, TF-miRNA, miRNA-TF	2.3838	0.025872
<i>Zbtb20</i>	TF-gene, TF-miRNA, miRNA-TF	2.3382	0.000565
<i>Ppard</i>	TF-gene, TF-miRNA, miRNA-TF	2.3114	0.001199
<i>Crebrf</i>	TF-gene, TF-miRNA, miRNA-TF	1.1371	0.002958
<i>Zbtb37</i>	TF-gene, TF-miRNA, miRNA-TF	1.0585	0.044613
<i>Plscr1</i>	TF-gene, TF-miRNA, miRNA-TF	-12.5183	0.049185
<i>Klf5</i>	TF-gene, TF-miRNA, miRNA-TF	-12.3068	0.002431
<i>Ebfl</i>	TF-gene, TF-miRNA, miRNA-TF	-8.1898	0.003383
<i>Rxrg</i>	TF-gene, TF-miRNA, miRNA-TF	-3.5400	0.015200
<i>Ahctf1</i>	TF-gene, TF-miRNA, miRNA-TF	-2.9668	0.020600
<i>Nkx6-1</i>	TF-gene, TF-miRNA, miRNA-TF	-2.9320	0.007081
<i>Prrx2</i>	TF-gene, TF-miRNA, miRNA-TF	-2.8014	0.008397
<i>Prdm6</i>	TF-gene, TF-miRNA, miRNA-TF	-2.1850	0.000227
<i>Alx4</i>	TF-gene, TF-miRNA, miRNA-TF	-2.1592	0.004334
<i>Foxc2</i>	TF-gene, TF-miRNA, miRNA-TF	-1.8904	0.000004
<i>Foxd2</i>	TF-gene, TF-miRNA, miRNA-TF	-1.8594	0.019289
<i>Foxd1</i>	TF-gene, TF-miRNA, miRNA-TF	-1.8385	0.000015
<i>Nr2f2</i>	TF-gene, TF-miRNA, miRNA-TF	-1.7929	0.000080
<i>Tbx18</i>	TF-gene, TF-miRNA, miRNA-TF	-1.7629	0.000001
<i>Bnc2</i>	TF-gene, TF-miRNA, miRNA-TF	-1.7060	0.010178
<i>Dach1</i>	TF-gene, TF-miRNA, miRNA-TF	-1.6769	0.002511
<i>Nfatc4</i>	TF-gene, TF-miRNA, miRNA-TF	-1.3933	0.000145
<i>Rarb</i>	TF-gene, TF-miRNA, miRNA-TF	-1.3632	0.000058
<i>Foxc1</i>	TF-gene, TF-miRNA, miRNA-TF	-1.3626	0.000003
<i>Foxj2</i>	TF-gene, TF-miRNA, miRNA-TF	-1.2920	0.024488
<i>Mxi1</i>	TF-gene, TF-miRNA, miRNA-TF	-1.2277	0.009234
<i>Osr1</i>	TF-gene, TF-miRNA, miRNA-TF	-1.1580	0.000046
<i>Zbtb7a</i>	TF-gene, TF-miRNA, miRNA-TF	-1.1504	0.008153
<i>Six5</i>	TF-gene, TF-miRNA, miRNA-TF	-1.0740	0.000715

<i>Klf4</i>	TF-gene, TF-miRNA, miRNA-TF	-1.0269	0.003038
<i>Tead4</i>	TF-gene, TF-miRNA, miRNA-TF	-1.0093	0.024235
<i>Tal1</i>	TF-gene, miRNA-TF	12.2683	0.002935
<i>Hnf4g</i>	TF-gene, miRNA-TF	10.9896	0.002701
<i>Zfp202</i>	TF-gene, miRNA-TF	5.5217	0.000011
<i>Mkx</i>	TF-gene, miRNA-TF	1.0205	0.003882
<i>Tbx3</i>	TF-gene, miRNA-TF	-13.3627	0.002906
<i>Tfap2a</i>	TF-gene, miRNA-TF	-10.7593	0.012546
<i>Zfp523</i>	TF-gene, miRNA-TF	-5.2327	0.000646
<i>Zfp286a</i>	TF-gene, miRNA-TF	-2.0900	0.011800
<i>LOC103690166</i>	TF-gene, miRNA-TF	-1.8121	0.007012
<i>Zfp384</i>	TF-gene, miRNA-TF	-1.2218	0.018037
<i>Zfp82</i>	TF-gene, miRNA-TF	-1.1528	0.040969
<i>Creb3l1</i>	TF-gene, miRNA-TF	-1.0952	0.026909

Supplementary Table 5. Comparison of key miRNAs with published GEO datasets in VaD-related diseases.

GSE number	Sample organism	Sample type	miRNA name	Log ₂ (fold change)	P value
GSE193012	Homo sapiens	cerebrospinal fluid	miR-145-5p	-4.4098	0.2000
GSE193012	Homo sapiens	cerebrospinal fluid	miR-223-3p	-3.4808	0.1300
GSE178500	Homo sapiens	serum	miR-122-5p	1.4200	0.0400
GSE86291	Homo sapiens	plasma	miR-122-5p	2.4818	0.2453
GSE86291	Homo sapiens	plasma	miR-145-5p	-1.6833	0.1040
GSE100488	Homo sapiens	plasma	miR-223-3p	-1.0500	0.0076
GSE111794	Homo sapiens	carotid artery tissue	miR-145-5p	-1.7930	0.0362
GSE48028	Mus musculus	hippocampus	miR-122-5p	1.1691	0.2841
GSE48028	Mus musculus	hippocampus	miR-145-5p	-0.5760	0.3931
GSE48028	Mus musculus	hippocampus	miR-223-3p	1.4789	0.2626
GSE184975	Rattus norvegicus	striatum	miR-122-5p	2.5304	0.1800
GSE184975	Rattus norvegicus	striatum	miR-764-3p	-3.7384	0.0179
GSE29287	Rattus norvegicus	subventricular zone	miR-145-5p	-1.1300	0.0171
GSE46266	Rattus norvegicus	cortex	miR-223-3p	-2.0691	0.0768
GSE46269	Rattus norvegicus	cortex	miR-223-3p	-1.8875	0.0790

Supplementary Table 6. Comparison of key TFs with published GEO datasets in VaD-related diseases.

GSE number	Sample organism	Sample type	TF name	Log ₂ (fold change)	P value
GSE201482	Homo sapiens	blood	<i>Csrnp1</i>	1.2314	0.0005

GSE201482	Homo sapiens	blood	<i>Nkx6-1</i>	-1.7440	0.5618
GSE186798	Homo sapiens	astrocyte	<i>Rxrg</i>	1.5884	0.0578
GSE80681	Mus musculus	hippocampus	<i>Nfatc4</i>	-1.2439	0.3590
GSE80681	Mus musculus	hippocampus	<i>Klf4</i>	-1.2879	0.0015
GSE80681	Mus musculus	hippocampus	<i>Foxj2</i>	-1.6020	0.0002
GSE60820	Mus musculus	cerebral cortex	<i>Csrnp1</i>	1.2500	0.0002
GSE104381	Mus musculus	cerebral cortex	<i>Mxi1</i>	-1.9070	0.0010
GSE97537	Mus musculus	hemisphere	<i>Csrnp1</i>	1.1000	0.0006
GSE202659	Mus musculus	hemisphere	<i>Csrnp1</i>	1.4324	0.0300
GSE202659	Mus musculus	hemisphere	<i>Nkx6-1</i>	-2.5850	0.1100
GSE173544	Mus musculus	whole brain	<i>Zfp523</i>	-1.4054	0.0001
GSE173714	Mus musculus	whole brain	<i>Mxi1</i>	-1.2364	0.0002
GSE131193	Mus musculus	brain microvessel<br>fragment	<i>Csrnp1</i>	1.0615	0.1000
GSE131193	Mus musculus	brain microvessel<br>fragment	<i>Rxrg</i>	-1.8678	0.0200
GSE45703	Mus musculus	primary neuron	<i>Csrnp1</i>	1.0768	0.0001
GSE163614	Rattus norvegicus	cerebral cortex	<i>Rxrg</i>	-1.4307	0.0400
GSE163614	Rattus norvegicus	cerebral cortex	<i>Nkx6-1</i>	-1.3421	0.2000
GSE106680	Rattus norvegicus	hemisphere	<i>Zfp523</i>	-1.1580	0.0055
GSE106680	Rattus norvegicus	hemisphere	<i>Nkx6-1</i>	-1.2387	0.2970
GSE106680	Rattus norvegicus	hemisphere	<i>Nfatc4</i>	-2.4026	0.0004
GSE106680	Rattus norvegicus	hemisphere	<i>Zfp523</i>	1.1580	0.0056
GSE21136	Rattus norvegicus	blood	<i>Mxi1</i>	-1.7453	0.1559
GSE21136	Rattus norvegicus	blood	<i>Klf5</i>	-1.3442	0.0220

Supplementary Table 7. Comparison of key genes with published GEO datasets in VaD-related diseases.

GSE number	Sample organism	Sample type	Gene name	Log ₂ (fold change)	P value
GSE157628	Homo sapiens	microsample from middle<br>cerebral artery	<i>Trip12</i>	1.2600	0.0811
GSE157628	Homo sapiens	microsample from middle<br>cerebral artery	<i>Pxn</i>	-1.0700	0.0564
GSE186798	Homo sapiens	astrocyte	<i>Tpm1</i>	1.0665	0.0564
GSE111782	Homo sapiens	carotid plaque	<i>Trip12</i>	1.0672	0.2540
GSE80681	Mus musculus	hippocampus	<i>Serpine1</i>	-4.6639	0.0001
GSE134257	Mus musculus	hippocampus	<i>Serpine1</i>	-1.1342	0.0190

GSE60820	Mus musculus	cerebral cortex	<i>Tpm1</i>	1.4100	0.0001
GSE107983	Mus musculus	primary microglial	<i>Serpine1</i>	-1.1900	0.0022
GSE37777	Rattus norvegicus	cerebral cortex	<i>Colla1</i>	-1.3928	0.0860
GSE17929	Rattus norvegicus	whole brain	<i>Serpine1</i>	-2.4737	0.1589
GSE106680	Rattus norvegicus	hemisphere	<i>Pxn</i>	-1.3935	0.0042
GSE106680	Rattus norvegicus	hemisphere	<i>Plec</i>	-1.2728	0.0013
GSE106680	Rattus norvegicus	hemisphere	<i>Serpine1</i>	-4.0217	0.0005
GSE106680	Rattus norvegicus	hemisphere	<i>Colla1</i>	-4.7979	0.0001
GSE106680	Rattus norvegicus	hemisphere	<i>Nedd4l</i>	1.7561	0.0167
GSE162072	Rattus norvegicus	middle cerebral artery	<i>Serpine1</i>	-2.8677	0.0001
GSE21136	Rattus norvegicus	blood	<i>Nedd4l</i>	1.1768	0.0200
GSE148841	Rattus norvegicus	blood	<i>Tpm1</i>	1.1923	0.0152
GSE148841	Rattus norvegicus	blood	<i>Plec</i>	-1.2006	0.0570

How the deposited data were processed for this re-analysis (not part of the article)

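The study compared the cortex of 3 rats with 2VO with that of 3 sham rats, with 1 mRNA library and 1 small RNA library from each RNA sample. For the mRNA libraries, the authors state that reads were checked with FastQC, trimmed with Cutadapt 1.14 and Trimmomatic 0.36, aligned with HISAT2 and tested with DESeq2 1.12.4, and the deposited values are whole-number counts for each annotated transcript. The genome build, the annotation release, the counting tool and the way shared reads were divided between transcripts are not given in the sources used here. For the small RNA libraries, the authors compared trimmed reads with miRBase and tested with edgeR 3.18.1, and the deposited values are RPM for each mature miRNA. The paper's statistics section also names an unpaired t-test for the choice of DEMs and DEGs, so that the test behind its P-values is not settled.

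Both sets of values were read as deposited. The counts were normalized with TMM factors and tested with edgeR 4.0.16 (quasi-likelihood test, filterByExpr) in R 4.3.3, for each transcript and for the sum of the transcripts of each gene symbol. DESeq2 1.42.0 was run as an alternative. The RPM values were tested with limma 3.58.1 (limma-trend) on log2(RPM + 1) for miRNAs with a mean of at least 0.05 RPM, and whole reads were recovered from the RPM values for an alternative with edgeR. P-values were adjusted by the Benjamini-Hochberg method over all transcripts, genes or miRNAs tested. The paper's thresholds, an unadjusted P-value under 0.05 and an absolute log2 fold change over 1, were applied beside the adjusted p.

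Gene lists were tested with camera at a preset correlation of 0.01 and again with a correlation estimated for each list. The 29 gene lists cover cell types of the brain and its coverings, neighboring tissues, and processes discussed in the paper, and 7 miRNA lists cover tissues and inflammation. Lists of meningeal, immediate-early and miRNA markers leave out the genes and miRNAs that the paper names. At the preset correlation, every other division of the libraries into groups of 3 also called gene lists, from 6 to 11 of the 29. Pathway and GO terms written in the deposited table were tested with a one-sided Fisher's exact test over the genes with a transcript past the paper's thresholds. This covered pathways with at least 10 genes and the GO terms named in the paper with at least 3. Genes annotated only to narrower terms were not added to a GO term. The GO terms come from the paper's results on these libraries, so a call is not independent evidence.

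Genes were named by rule, up to 10 in each direction for transcripts and genes with an adjusted p under 0.05, 5 miRNAs in each direction by p, and up to 4 members of each list, besides those the paper names. The paper's tables had been read when this rule was written, and further members of the lists named in the text were chosen after the values had been seen. The samples, the comparisons, the tests, the lists and most of the alternatives were fixed before the files were opened. The pathway and GO tests, DESeq2 without a low-count filter, edgeR without scaling factors and the removal of single libraries in the separation of the groups were added after the data had been seen.

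The same steps were run on values with planted changes. Of 100 transcripts changed 4-fold, 58 were called by adjusted p and 95 at the paper's thresholds, and of 100 changed 2-fold, 16 and 48. Among the 18018 transcripts tested, 9 unchanged ones were called by adjusted p and 380 at the paper's thresholds. For gene sums, 91 of 100 genes changed 4-fold were called by adjusted p and 98 at the paper's thresholds, and 75 and 51 of 100 changed 2-fold, while 9 unchanged genes of the 14408 tested were called by adjusted p and 100 at the paper's thresholds. Of 30 miRNAs changed 4-fold, 30 were called by both rules, and of 30 changed 2-fold, 22 by adjusted p and 8 at the paper's thresholds, while 2 unchanged miRNAs were called by adjusted p and 0 at the paper's thresholds. A shifted gene list and a planted pathway were called. The shifted list held randomly drawn genes simulated independently of each other. It therefore says nothing about lists whose members move together, such as the leptomeningeal and striatal ones (estimated correlations 0.654 and 0.821).

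Target predictions, the network scores, the behavioral tests, the staining, the qPCR and the luciferase assays were not analysed here. Results for some genes are not reported.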

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

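The tests weighed in this part were chosen after the list results had been seen.

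Markers of leptomeningeal fibroblasts had a median log2 fold change of -1.60, and all 20 were lower when adjusted over the list alone (camera adjusted p = 9.91e-18; adjusted p = 0.207 with an estimated correlation), a result that the paper does not discuss. Library size or scaling is argued against, since without scaling factors the median was -1.66 for the list and -0.06 for all genes tested. At most 1.21% of the genes tested were as low as the list's median without scaling, with TMM or with RLE factors. This share adds nothing, because the list was picked for its low median and a common factor hardly moves the share. Less meningeal tissue in the 2VO samples may account for it. Of the 20 members, 19 lay within 2 standard errors of the list's median, and their estimated correlation within groups was 0.654. Lower expression per meningeal cell after 2VO stays open too, because members could fall together in either case and the libraries hold no count of meningeal cells. These values therefore favor neither explanation. That 0 of the 5 most abundant members kept the sham level adds nothing, since all 20 had already been called lower over the list alone. Of the 20 genes, Col3a1 and Igf2 also stand in the matrix and PI3K-Akt lists.

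Markers of striatal neurons had a median log2 fold change of -1.34 in samples described as cortex (camera adjusted p = 4.85e-05; adjusted p = 0.357 with an estimated correlation). Their estimated correlation within groups was 0.821, and the mean level of the list reached 0.40 in 2VO replicate 2 and only -0.13 in sham replicate 2, which is consistent with less striatal tissue in the dissected 2VO samples as a candidate explanation. Library size or scaling is argued against, since without scaling factors the median was -1.40 for the list and -0.06 for all genes tested. At most 1.98% of the genes tested were as low as the list's median, a share that adds nothing for a list picked for its low median. All 12 members were measured in the sham cortex as well, and a response of cortical neurons to 2VO was not tested apart from the dissection.

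Border-associated macrophages, with a median log2 fold change of -1.59 over 9 markers, and the choroid plexus and ependyma, with -1.18 over 7 markers, were lower by camera too (adjusted p = 5.97e-07 and 0.000838; adjusted p = 0.207 for both with an estimated correlation) and are not discussed in the paper. Both lie next to the leptomeninges or the ventricles, and no separate test of tissue amount was made for them.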

How the results depend on the processing

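The pathway and GO tests with all their alternatives, and the alternatives named as added below, were chosen after the data had been seen, and the others were planned. An alternative filter on TPM was not possible, since no TPM values were used.

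The number of transcripts called by adjusted p, 4 with edgeR, was 575 with DESeq2, 520 with DESeq2 without a low-count filter (added), 12 when counts were summed per gene symbol and 0 with replicate numbers as a block. When 1 library was left out it ranged from 1 (without sham replicate 1 or 3) to 12 (without 2VO replicate 2). The 12 gene sums became 39 without a low-count filter and 0 with the block. The numbers from the paper's thresholds stayed within 1.5 times of 537.

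The 32 transcription factors past the paper's thresholds became 18 when transcripts were summed. The 12 key nodes became 4 when transcripts were summed and 6 with the replicate block. Replicate numbers did not pair the rats in a check of correlations, so the block serves here only.

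The 18 gene lists called by camera became 0 with the correlation estimated per list. The 6 pathways became 3 with DESeq2 without a low-count filter (added), and ranged from 0 (without 2VO replicate 2) to 6 (without sham replicate 3), with 1 without sham replicate 2 and 3 without 2VO replicate 1. The 7 GO terms ranged from 4 (without sham replicate 3) to 9 (without sham replicate 2).

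The number of miRNAs called by adjusted p, 0 with limma, ranged from 0 to 1 (without 2VO replicate 1 or 3). The 3 miRNAs past the paper's thresholds became 17 with a pseudocount of 0.1 RPM and 15 with edgeR on the recovered reads, and ranged from 3 (without 2VO replicate 2) to 9 (without 2VO replicate 1), with 7, 5 and 6 without sham replicate 1, sham replicate 2 and 2VO replicate 3. The 3 miRNAs of Table 2 among them became 12 with a pseudocount of 0.1 RPM and 13 with edgeR on the recovered reads, and ranged from 2 (without 2VO replicate 2) to 5 (without sham replicate 1). The pseudocount enters the logarithm directly, so a smaller one widens the fold changes of miRNAs near 1 RPM. The 0 miRNA lists called became 1 without 2VO replicate 1. The cause of the other movements was not tested.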

Differences from the paper's values

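The pathway tests and the alternative named DESeq2 without a low-count filter were chosen after the values had been seen, and the others were set beforehand.

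The paper gives 203 upregulated DEGs, and 107 transcripts were higher at its thresholds here. The number came within 1.5 times of the paper's with DESeq2 (145), without a low-count filter (179) and without sham replicate 1 (154), sham replicate 2 (139), sham replicate 3 (146), 2VO replicate 1 (138) or 2VO replicate 3 (146). It did not with RLE factors (107), a mean of at least 1 CPM (100), gene sums (40), the replicate block (100) or without 2VO replicate 2 (117). DESeq2 without a low-count filter, chosen after the values had been seen, gave 201 and left out 3 of the 49 transcription factors and 1 of the 17 key nodes that the paper calls. The totals of 805 DEGs and 602 downregulated DEGs in the paper lay within 1.5 times of 537 and 430 here.

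The paper gives 13 DEMs, 10 downregulated and 3 upregulated, and here 3 miRNAs passed its thresholds, 2 lower and 1 higher. The total came within 1.5 times of the paper's with a pseudocount of 0.1 RPM (17, of which 15 lower and 2 higher) and with edgeR, which the paper's methods name for miRNAs beside an unpaired t-test, on the recovered reads (15, of which 12 lower and 3 higher), which placed all 13 miRNAs of the paper past the thresholds. The paper's own P-value for miR-10b-5p, which is among the 13, lies above its threshold. The total of 9 and the 8 lower miRNAs without 2VO replicate 1 were within 1.5 times as well, and the 1 higher was not. The totals were 2 with a pseudocount of 10 RPM, without the filter, with a mean of at least 10 RPM and with quantile normalization, 3 with the replicate block, and 7, 5, 4, 3 and 6 without sham replicate 1, sham replicate 2, sham replicate 3, 2VO replicate 2 and 2VO replicate 3, none within 1.5 times. By the log2 ratio of mean RPM, none of the 13 miRNAs differed from the paper.

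For 10 genes the log2 fold change of the tested transcript differed from the paper's. Of the alternatives set beforehand, only the one without a low-count filter, which admits other transcripts of the gene, gave a value not counted as different. For Tpm1 the values are 4.84 in the paper, 0.074 here and 4.37 without the filter. For Arid1b the values are 17.9648 in the paper, -4.87 here and 10.74 without the filter, for Arntl2 13.0073, -0.70 and 3.86, for Esr1 11.1674, -0.75 and 4.02, and for Tal1 12.2683, -0.99 and 4.90. For Zfp202 they are 5.5217 in the paper, -1.91 here and 5.25 without the filter. For Plscr1 they are -12.5183, -0.81 and -3.35, for Klf5 -12.3068, -0.57 and -3.30, for Tbx3 -13.3627, 0.10 and -4.96, and for Zfp523 -5.2327, 0.15 and -4.99. Single libraries move some of these values, to -1.69 for Arid1b and 0.79 for Ebf1 (below) without sham replicate 1, 0.83 for Tbx3 without sham replicate 3, -10.59 for Zfp202 and -0.17 for Esr1 without 2VO replicate 1, and -0.13 for Arntl2 without 2VO replicate 3, none within the paper's. Where a group has 0 counts, the value without the filter is the logarithm of a lower bound against a floor of 3 counts. This holds for Arid1b, Arntl2, Esr1, Tal1, Plscr1, Klf5 and Tbx3. A smaller bound of the paper's sign was not counted as different, whatever its distance from the paper's value. The transcript was also picked in the paper's direction. For these genes the comparison could therefore not fail, and it does not show that the filter accounts for the difference.

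Ebf1 stands at -8.1898 in the paper and -0.062 here, and no alternative set beforehand brought it within (-6.12 without the filter), while DESeq2 without a low-count filter, chosen after the values had been seen, gave -6.45. Rxrg stands at -3.54 in the paper and -1.17 here, with -2.80 and -2.90 in these alternatives, and none brought it within. Zfp82 stands at -1.1528 in the paper and -3.99 here, and none brought it within, although another transcript of Zfp82, singled out after the values had been seen, has -1.11.

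Hnf4g and Tfap2a, which the paper lists, have no transcript past the low-count filter. The paper calls Klf5 the most downregulated key transcription factor, whereas here Nkx6-1 (-2.87) ranked lowest among the tested transcripts of the 10. Without the low-count filter edgeR gave -6.30 for Klf5 and -4.99 for Zfp523, but the Klf5 transcript has 0 counts in rats with 2VO and is only bounded, at least 9.85-fold lower, so that the order of the pair stays open. Wnt signaling, calcium signaling and the neuroactive ligand pathway, which the paper names for its target genes, were not over-represented among all called genes (adjusted p from the exact test 0.782, 1 and 1), and no alternative called them.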

Other observations

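The tests of transcripts against gene sums were chosen after the calls had been seen, and the regroupings of the libraries were planned before.

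Genes of oxidative phosphorylation were higher by camera in rats with 2VO, although none passed when adjusted over the list alone. Of 18 genes of oxidative phosphorylation, 16 had log2 fold changes above 0 (camera adjusted p = 0.000838; adjusted p = 0.357 with an estimated correlation), with Cox5a at 0.27. Among 7 reference genes, 5 lay above 0 and none passed when adjusted over the list alone (camera adjusted p = 0.0407; adjusted p = 0.274 with an estimated correlation), and Gapdh and Actb had log2 fold changes of 0.21 and 0.22 (adjusted p = 0.291 and 0.450 from edgeR). The reference list was not called without sham replicate 1, sham replicate 3, 2VO replicate 1 or 2VO replicate 3 (adjusted p up to 0.118), or with replicate numbers as a block (adjusted p = 0.0605). Nor was it called without scaling factors (adjusted p = 0.0718), an alternative added after the data had been seen.

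Immediate-early genes, which neuronal activity and tissue handling induce, were lower by camera (17 genes, adjusted p = 0.0235; adjusted p = 0.695 with an estimated correlation), and no member passed when adjusted over the list alone. Their mean level was -1.41 in 2VO replicate 3 and 0.18 and 0.22 in 2VO replicates 1 and 2, and the list was not called without 2VO replicate 3 or sham replicate 3 (adjusted p up to 0.974), or without scaling factors (adjusted p = 0.0858).

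Many transcripts past the paper's thresholds belong to genes whose sum did not pass. The sum passed for 1.35% of the higher and 28.0% of the lower transcripts in genes with several tested transcripts, which is consistent with reads assigned to other transcripts of the same gene. Of 328 transcripts with at most 3 counts in some libraries and at least 50 in the others, 3.05% followed the groups. Only the 54 that split the libraries 3 against 3 could follow them, so this share decides nothing. Assignment that varies from rat to rat, whatever the group, stays a candidate. Transcript choice set by 2VO stays open, since 10 of the 54 followed the groups, and the highest number for another split was 9 (median 5). The 10 include the named transcripts of Slc1a3 and Eln and the only listed transcript of Aoc3.

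The 6 libraries can be divided into groups of 3 in 10 ways, so that no result can be placed under a share of 0.1, let alone 0.05. Transcripts called by adjusted p numbered 4 for the real groups, and 5 for the highest other division, with 4 divisions as large. Gene sums called by adjusted p numbered 12 and 16, with 2 divisions as large. For transcripts past the paper's thresholds the numbers were 537 and 402, with 1 division as large. For gene lists they were 18 and 11, again with 1 division as large. Every other division also called gene lists by camera at the preset correlation, from 6 to 11 of them. Camera calls at that setting therefore also arise for groups that mix sham rats and rats with 2VO. For pathways, a test added after the data had been seen, the numbers were 6 and 1. For miRNAs past the paper's thresholds they were 3 and 2, both of these results with 1 division as large. For transcription factors they were 32 and 5 and for key nodes 12 and 5, but the study chose both on the real groups, so these comparisons say nothing about chance. For miRNAs called by adjusted p the numbers were 0 and 0 and for miRNA lists 0 and 2, with 10 divisions as large.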
